# Identifying pre-disease signals before metabolic syndrome in mice by dynamical network biomarkers

**DOI:** 10.1038/s41598-019-45119-w

**Published:** 2019-06-24

**Authors:** Keiichi Koizumi, Makito Oku, Shusaku Hayashi, Akiko Inujima, Naotoshi Shibahara, Luonan Chen, Yoshiko Igarashi, Kazuyuki Tobe, Shigeru Saito, Makoto Kadowaki, Kazuyuki Aihara

**Keywords:** Predictive markers, Metabolic syndrome

## Abstract

The establishment of new therapeutic strategies for metabolic syndrome is urgently needed because metabolic syndrome, which is characterized by several disorders, such as hypertension, increases the risk of lifestyle-related diseases. One approach is to focus on the pre-disease state, a state with high susceptibility before the disease onset, which is considered as the best period for preventive treatment. In order to detect the pre-disease state, we recently proposed mathematical theory called the dynamical network biomarker (DNB) theory based on the critical transition paradigm. Here, we investigated time-course gene expression profiles of a mouse model of metabolic syndrome using 64 whole-genome microarrays based on the DNB theory, and showed the detection of a pre-disease state before metabolic syndrome defined by characteristic behavior of 147 DNB genes. The results of our study demonstrating the existence of a notable pre-disease state before metabolic syndrome may help to design novel and effective therapeutic strategies for preventing metabolic syndrome, enabling just-in-time preemptive interventions.

## Introduction

Metabolic syndrome is a state wherein a blood glucose level, blood pressure, and/or a triglyceride level are elevated higher than those in normal ranges, mainly due to abdominal obesity^1^. A reduced level of high-density lipoprotein (HDL) cholesterol is also observed^1^. Metabolic syndrome increases the risk of lifestyle-related diseases, including type 2 diabetes, cardiovascular disease (CVD), and nonalcoholic steatohepatitis (NASH)^1–3^. Diabetic retinopathy is a major cause of blindness in adults. Moreover, lethal heart attacks and strokes are ultimately induced from arteriosclerosis originating from metabolic syndrome^3^. NASH can progress to hepatocellular carcinoma (HCC)^2^. The incidence of metabolic syndrome is increasing because of the lack of effective treatment methods. The incidence of obesity, a major cause of metabolic syndrome, also continues to increase worldwide. According to the World Health Organization (WHO), in 2016, more than 650 million (13%) adults were obese, with body mass index (BMI) ≥30 *kg*/*m*^2^^4^. The number of individuals with obesity has increased nearly three times since 1975^4^. Therefore, there is a need for the development of new therapeutic strategies for metabolic syndrome, particularly in the early disease stage, which is considered as the best period for effective treatment. One approach is to focus on the *pre-disease state*^5^ (that is, the most susceptible state to disease progression) before metabolic syndrome and elucidate the complex mechanisms underlying the transition from a relatively healthy condition or mild obesity to metabolic syndrome. It is important to note that the pre-disease state does not mean the absence of any noticeable changes at any part of the body. Instead, it is the state that is (1) not diagnosed as the disease state based on the existing criteria but (2) supposed to have high susceptibility or vulnerability to diseases.

Recently, we proposed mathematical theory for the detection of the pre-disease state before complex/multifactorial diseases, called the dynamical network biomarker (DNB) theory^5^. The main purpose of this theory is to detect early warning signals of *critical transitions*^6^ in biological systems. Critical transitions are sudden and large-scale state transitions that occur in many complex systems, such as ecological systems^7^, climate systems^8^, financial markets^9^, microorganism populations^10^, and the human body^5^. It is important to note that critical transitions are different from critical phenomena and phase transitions in physics. Recent studies revealed that the early warning signals of critical transitions in various systems share some common features. For example, increases in variance and auto-correlation, and decreases in recovery rates are observed frequently^6^. Furthermore, increases in the strength of intervariable correlations^11^ have been reported. This is not necessarily because the coupling between variables becomes stronger by itself near a critical transition. A possible mechanism is that when variances of variables increase, their inherent interactions may become much apparent, resulting in stronger correlations.

In the context of the DNB theory, a state transition from a healthy state to a disease state is regarded as a critical transition if (1) quick recovery to the healthy state becomes difficult or even impossible once the transition occurs, and (2) intervention and prevention as treatment before the transition, that is, at the pre-disease state or earlier, are much easier than those after the transition. The idea regarding the development of a disease as a critical transition has been widely accepted in the literature^5,12–17^.

The DNB theory provides statistical methods to select relevant variables for detection of the pre-disease state. The basic assumption is that a small number of closely related variables, called DNBs, convey early warning signals for the impending critical transition. The DNB theory and its extensions have also proposed several measures for the detection of the pre-disease state^5,14,16^. For example, the average standard deviation of DNB variables and the average absolute value of correlation coefficients between DNB variables are easy to calculate and are widely applicable measures. Simultaneous changes in these measures are regarded as a reliable early warning signal, suggesting that a critical transition to a disease state will occur. On the other hand, measures based on auto-correlation and recovery rates with respect to DNB variables were not considered in previous studies mainly because these statistics require unrealizable repetitive measurements at short intervals from the same individual.

The DNB theory has been applied to real data of many diseases, such as acute respiratory distress syndrome^5^, diabetes mellitus^12^, influenza^14^, cancer^13–15,17^, and Alzheimer’s disease^16^, as well as experimental data in cell biology, such as that of cell differentiation^18^. Moreover, researches on the improvement of the statistical methods^14,16^ and refinement of the theory^19^ are in progress.

Metabolic syndrome is characterized by several disorders, such as hyperglycemia, hypertension, and dyslipidemia, all of which are caused by the accumulation of visceral fat due to overeating and lack of exercise^1,3^. Therefore, many animal models, such as ob/ob and db/db mice, have been established^20^ in order to elucidate the mechanisms underlying metabolic syndrome and construct new therapeutic strategies. Tsumura, Suzuki, Obese, Diabetes (TSOD) mice^21,22^ are known to develop a wide range of disorders similar to human metabolic syndrome, including hyperglycemia^22^, hypertension^23^, dyslipidemia^22^, glucose intolerance^21^, insulin resistance^24^, peripheral neuropathy^25^, intestinal dysbiosis^26^, and histopathological characteristics in the liver similar to those of human nonalcoholic fatty liver disease (NAFLD)^27^.

In the present study, we used the DNB theory to detect the pre-disease state, which is known as *Mibyou*^28^ in traditional Japanese medicine and *Wei Bing*^29^ in traditional Chinese medicine, before metabolic syndrome in TSOD mice.

## Results

Figure 1A shows the body weights and blood glucose levels of TSOD mice. The numbers of analyzed samples are shown in Supplementary Table S1. 

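TSOD mice were heavier than TSNO mice and carried more epididymal fat at every age studied, while their blood glucose was higher from 5 weeks of age. Body weight in TSOD mice was 12.3 ± 0.918 g (SD, n = 5) at 3 weeks of age, 22.1 ± 0.527 g (SD, n = 5) at 4 weeks, 29.6 ± 1.29 g (SD, n = 5) at 5 weeks, 34.1 ± 0.830 g (SD, n = 4) at 6 weeks and 39.0 ± 1.15 g (SD, n = 5) at 7 weeks. TSNO mice weighed 9.66 ± 0.647 g, 18.4 ± 0.622 g, 22.2 ± 0.952 g, 26.7 ± 0.704 g and 29 ± 0.935 g (SD, n = 5 each) at the same ages. The epididymal fat of TSOD mice weighed 0.056 g at 3 weeks of age and 1.46 g at 7 weeks, against 0.014 g and 0.346 g in TSNO mice. For weight and fat, every TSOD mouse lay above every TSNO mouse of its age (2-sided exact permutation test, p = 0.00794 at 3, 4, 5 and 7 weeks and p = 0.0159 at 6 weeks; adjusted over 15 comparisons, 0.0119 and 0.0198). Blood glucose in TSOD mice was 129 ± 4.32, 141 ± 6.98, 178 ± 6.91, 186 ± 18.4 and 197 ± 26.0 mg/dL (SD, n = 5, and n = 4 at 6 weeks) from 3 to 7 weeks of age. In TSNO mice it was 122 ± 8.79, 150 ± 8.56, 148 ± 7.26, 159 ± 10.3 and 149 ± 6.11 mg/dL (SD, n = 5 each). The exact permutation p for glucose was 0.143 at 3 weeks, 0.103 at 4 weeks, 0.00794 at 5 weeks, 0.0317 at 6 weeks and 0.00794 at 7 weeks, and adjusted 0.143, 0.111, 0.0119, 0.0366 and 0.0119. A weight of 40 g was reached by 2 of 5 TSOD mice at 7 weeks of age, and 200 mg/dL of glucose by 1 of 4 TSOD mice at 6 weeks and by 2 of 5 at 7 weeks.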

The average body weight and average blood glucose level did not exceed the suggested thresholds for defining obesity in TSOD mice^30^ (body weight ≥40 g) and prediabetes in rodents^31^ (blood glucose level ≥200 mg/dL) until 7 weeks of age. Our results were consistent with those of previous studies reporting that the metabolic syndrome onset in TSOD mice was seen at approximately 8–12 weeks of age^20,24,27^.

**Figure 1:**
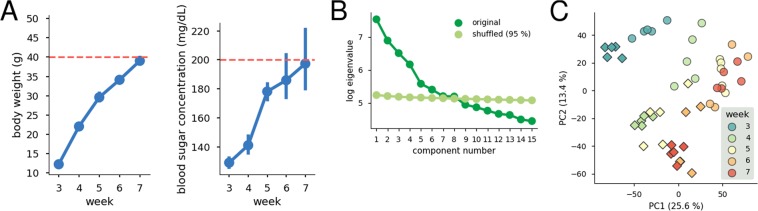
Body weights, blood sugar concentrations, and PCA of the transcriptome data. (**A**) Body weights and blood sugar concentrations measured from TSOD mice. Error bars show 95% confidence intervals. Red dashed lines show the suggested thresholds for defining obesity in TSOD mice (body weight ≥40 g) and prediabetes in rodents (blood glucose level ≥200 mg/dL). (**B**) Scree plot of the largest 15 components. The number of meaningful PCs is estimated to be the number of eigenvalues calculated from the original transcriptome data larger than the 95 percentiles of eigenvalues calculated from shuffled data. For more details, see *Dimensionality reduction* in Materials and Methods. (**C**) PCA plot of the transcriptome of TSOD mice (circles) and TSNO mice (diamonds). The numbers in parentheses denote explained variance ratios corresponding to each PC. Regarding results of other meaningful components, see Supplementary Fig. S1. PC: principal component.

In order to identify the pre-disease state before metabolic syndrome, we comprehensively assessed gene expression profiles in the adipose tissues of TSOD and control Tsumura, Suzuki, Non-Obesity (TSNO) mice^22^ at each age using DNA microarrays. 

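RNA from the epididymal white adipose tissue of male mice was labelled with Cy3 and hybridised to 1-colour Agilent SurePrint G3 mouse arrays, 1 array per mouse. Weekly groups from 3 to 7 weeks of age held 5 TSNO mice each and 5 TSOD mice each, except for 4 TSOD mice at 6 weeks, which makes 49 arrays. No mouse was measured at more than 1 age. Between 59.6% and 75.2% of an array's gene spots were well above background in these mice. In TSNO mice the median share was 66.1% (61.6 to 71.0%) at 3 weeks, 64.0% (61.6 to 69.8%) at 4 weeks, 67.7% (66.1 to 70.2%) at 5 weeks, 63.5% (59.6 to 69.2%) at 6 weeks and 63.3% (60.4 to 63.6%) at 7 weeks. In TSOD mice it was 66.7% (65.3 to 68.5%), 64.0% (59.9 to 74.7%), 65.0% (62.0 to 69.9%), 67.9% (64.4 to 75.2%) and 66.3% (63.5 to 69.6%) from 3 to 7 weeks. The number of arrays in each group limits the precision of every value.

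The authors read the scanned images with Feature Extraction, averaged the processed signals of the probes of a gene, divided them by the 2% trimmed mean of the array and took log2. The same steps were applied here to the deposited processed signals. Of 55681 probes, 27235 (48.9%) were matched to a gene symbol, which gave 20660 genes. Expression is therefore in log2 units relative to the trimmed mean of the array. The differences between TSOD and TSNO mice were tested with limma on 20588 genes. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change beyond 1, the thresholds of the methods. A gene that was not well above background on any array of a group has only a bound there. For such a gene the fold change is given as at least the mean of the brighter group over the mean, for the dimmer group, of the higher of each array's lowest signal well above background and the gene's own signal. No slide held mice of both strains, so slide and strain cannot be told apart at any age. At 5 and 7 weeks of age all mice of a strain lay on 1 slide.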

A principal component analysis (PCA) was initially performed in order to reveal overall trends in transcriptome data (Fig. 1B,C). Eight meaningful principal components (PCs) were estimated (Fig. 1B). 

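Gene expression in the epididymal fat of the 49 TSOD and TSNO mice varied along a small number of common directions. The principal components of the 20588 genes with a value on each of the 49 arrays were compared with those of 100 shuffled matrices. The eigenvalue of the eighth component was 146, above the 95th percentile of 141 in the shuffled data, while that of the ninth was 120 against 140. With all values of the matrix shuffled at once, instead of each gene over the mice, the number of components above the shuffled data was 0. That shuffling mixes the levels of different genes, which spread far more than a gene does over mice, so it cannot judge the components. The 8 components together hold 67.9% of the variance.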

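Fat samples of TSOD and TSNO mice lay apart on PC1 and PC2. TSOD mice had a mean of 23.8 and TSNO mice of −22.8 on PC1, and of 20.4 and −19.6 on PC2. Each difference had a permutation p of 2e-05, the smallest possible with 100000 resamples, and an adjusted p of 8e-05 over 8 components (n = 24 and n = 25). PC3 also differed (permutation p = 0.00532, adjusted 0.0142), and the others did not pass (adjusted p from 0.868 to 0.971). On the plane of PC1 and PC2, 1 of 49 mice lay on the side of the other strain, the fourth TSNO mouse at 5 weeks of age. Each slide held mice of a single strain, so no value within slides can be given.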

The two strains of TSOD and TSNO mice were almost completely separated in the PCA plot using PC1 and PC2 (Fig. 1C). The data points of individual mice were roughly aligned along age, except for the last 2 weeks in each group. 

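Gene expression in the fat of both strains moved the same way on PC1 between 3 and 7 weeks of age. The correlation of PC1 with age was r = 0.87 in TSOD mice (rho = 0.86, n = 24) and r = 0.88 in TSNO mice (rho = 0.84, n = 25), each with a permutation p of 1e-05, the smallest possible, adjusted to 5.33e-05 for r and 8e-05 for rho over 16 relations. Without 2 of the mice of 7 weeks in each strain, r was 0.87 and 0.88. All mice of 3 and 7 weeks lay equally far from the median age, so the choice of these 2 was arbitrary. PC2 fell with age in TSOD mice (r = −0.66, permutation p = 0.00076, adjusted 0.00203; rho = −0.64, p = 0.00111, adjusted 0.00355) and in TSNO mice (r = −0.82, p = 1e-05, adjusted 5.33e-05; rho = −0.75, p = 4e-05, adjusted 0.000213), and r was −0.63 and −0.81 without the same 2 mice. PC1 in TSOD mice was −33.7 ± 12.3 (SD, n = 5), 11.3 ± 8.98 (SD, n = 5), 44.8 ± 4.01 (SD, n = 5), 49.8 ± 15.4 (SD, n = 4) and 51.9 ± 10.0 (SD, n = 5) from 3 to 7 weeks. In TSNO mice it was −71.9 ± 7.25, −35.4 ± 6.57, −17.4 ± 15.4, 11.5 ± 8.25 and −0.998 ± 5.43 (SD, n = 5 each). The relation within slides was tested after these values were seen. Pooled over slides, r of PC1 with age was 0.68 in TSOD mice (permutation p = 0.00041, adjusted 0.00164 over 4 relations) and 0.67 in TSNO mice (p = 0.0009, adjusted 0.0018). That of PC2 was −0.10 (permutation p = 0.647, adjusted 0.647) and −0.59 (p = 0.00524, adjusted 0.00699). The fall of PC2 in TSOD mice did not hold within slides. On the 3 slides with several ages of each strain (8 mice each), in order of age, r of PC1 was 0.89, 0.90 and 0.12 in TSOD mice and 0.94, 0.83 and −0.63 in TSNO mice. In the same order r of PC2 was −0.66, 0.08 and 0.38, and −0.99, −0.35 and −0.25.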

The overall shifts to the right and down may reflect common developmental or age-related changes. No outlier was found, and thus, the quality and reliability of all gene expression data were satisfactory. In addition, no apparent abrupt change in TSOD mice was observed at every week of age in the PCA plot, which indicated the necessity of additional elaborated statistical analyses to reveal the pre-disease state before metabolic syndrome. 

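1 TSOD mouse at 5 weeks of age, replicate 2, stood apart from the other 4 of its group on PC5 and in the genes of the male germ line. Its gap to the nearest mouse of the group on PC5 was 0.926 of the range of the group, above Dixon's 95% critical value of 0.71 for 5 mice. For spermatid genes the same ratio was 0.962 and for spermatocyte genes 0.906, while the mean of 16 adipocyte identity genes in this mouse was 0.06 (log2) above the median of the other 4. Of the 80 groups tested on the 8 components, 5 (6.25%) held a mouse above the critical value, and chance gives about 5%. The other groups held a TSOD mouse at 5 weeks on PC6 (replicate 3, 0.777), a TSNO mouse at 7 weeks on PC4 (replicate 3, 0.732), and a TSNO mouse and a TSOD mouse at 7 weeks on PC8 (replicate 1, 0.719, and replicate 2, 0.761). The highest correlation of any 2 arrays over genes was 0.995.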

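The fat of TSOD mice moved most on PC1 and PC2 in the early weeks and little between 5 and 7 weeks of age. The mean position of TSOD mice on this plane moved by 48.3 from 3 to 4 weeks, 34.6 from 4 to 5 weeks, 6.18 from 5 to 6 weeks and 2.37 from 6 to 7 weeks. TSNO mice moved by 57.7, 18.1, 32.1 and 13.7 over the same intervals. The steps between ages compare different mice.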

The results of other meaningful PCs are included in Supplementary Fig. S1.

Furthermore, differentially expressed genes (DEGs) between TSOD and TSNO mice were selected. We compared each age of the two mice groups (for example, TSOD mice (*n* = 5) versus TSNO mice (*n* = 5) at 3 weeks of age). 

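At 5 weeks of age the array signal of single genes such as Sdhd and Slc5a7 was far higher in the fat of TSOD mice than in that of TSNO mice, and that of others such as Suclg2 and Tmem45b far lower. Sdhd encodes a membrane subunit of succinate dehydrogenase, and its expression was 4.14 ± 0.05 (SD, n = 5) in TSOD mice and −3.30 ± 0.12 (SD, n = 5) in TSNO mice, a log2 fold change of 7.44 (standard error 0.08, adjusted p = 2.7e-45 from limma). Suclg2, the GTP-specific subunit of succinyl-CoA synthetase in the step before, was well above background in no TSOD mouse and at least 67.8-fold lower there (adjusted p = 2.5e-25). Slc5a7, the high-affinity choline transporter, was well above background in no TSNO mouse and at least 75.1-fold higher in TSOD mice (adjusted p = 7.5e-27). Tmem14c, a mitochondrial membrane protein of heme synthesis, had a log2 fold change of 4.78 (standard error 0.09, adjusted p = 5.3e-36). H2-Eb1, the beta chain of an MHC class II molecule that presents peptides to T cells, was 3.45 ± 0.19 (SD, n = 5) in TSOD mice and −0.97 ± 0.09 (SD, n = 5) in TSNO mice, a log2 fold change of 4.42 (standard error 0.13, adjusted p = 2.5e-28). Cdsn, an adhesion protein of skin, and Ctnna2, the neuronal alpha catenin, had log2 fold changes of 6.37 (standard error 0.20, adjusted p = 7.5e-27) and 5.94 (0.29, 1.4e-20). Trim12a, of a family of antiviral proteins, and Crym, which binds thyroid hormone, had 5.17 (standard error 0.13, adjusted p = 5.4e-30) and 4.55 (0.31, 2.1e-15). Prg2, the major basic protein of eosinophils, had 4.61 (standard error 0.77, adjusted p = 4.7e-06; 3.91 without TSNO replicate 1), and Cd109, a co-receptor of TGF-beta, 4.47 (0.30, 8.8e-16).

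Tmem45b, a membrane protein of little known function, was −6.41 ± 1.23 (SD, n = 5) in TSOD mice and 4.33 ± 0.22 (SD, n = 5) in TSNO mice, a log2 fold change of −10.73 (standard error 0.45, adjusted p = 1.3e-22). Clca3a2 and Clca3a1, regulators of chloride channels, had log2 fold changes of −5.89 (standard error 0.74, adjusted p = 1.6e-08) and −5.80 (0.75, 3.1e-08). Gdpd3, a lysophospholipase D, and Hal, which breaks down histidine, had −5.48 (standard error 0.15, adjusted p = 9.5e-29) and −5.42 (0.21, 1.6e-23). Gbp2b, a GTPase induced by interferon, had −4.76 (standard error 0.14, adjusted p = 9.1e-28). Serpina3j, a serine protease inhibitor, was well above background in no TSOD mouse and at least 9.27-fold lower (adjusted p = 6e-12). Only some arrays measured the dimmer side of several genes: 2 of 5 TSNO mice for Ctnna2, 3 for Prg2 and Crym and 1 for Cd109, and 2 of 5 TSOD mice for Tmem45b and Clca3a1, 1 for Clca3a2 and 4 for Hal. Of the 233 genes that differ in the same direction at every age, Sdhd and Tmem14c among them, 49 have several probes, and in 40.8% of these the strain effects of the probes at 5 weeks differ by over 1 (log2), against 8.27% of all genes with several probes.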

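Lists of inflammatory, cell cycle, adipose expansion and spermatid genes lay higher in the fat of TSOD mice at 5 weeks of age and that of the circadian clock lower, and none of these 5 calls held with a correlation estimated within each list (adjusted p = 0.80 to 0.96). Lists of genes for 28 cell types and functions, fixed before the data were examined, were tested with camera at a preset correlation of 0.01 over 140 pairs of list and age, and single genes at an adjusted p of at most 0.05 from limma. This cut asks for no fold change, and many genes outside the lists pass it too. By the test of the paper's methods 7509 genes passed it at 5 weeks, and 3927 to 6980 at the other ages. A count of higher or lower genes alone therefore does not set a list apart from other genes. Of 25 inflammatory cytokines and chemokines, 14 were higher and 2 lower (14 and 2 adjusted over the list alone), with a median log2 fold change of 0.65 (adjusted p = 0.0012, and adjusted p = 0.80 with an estimated correlation). Ccl2, which draws monocytes into fat, was 0.70 ± 0.13 (SD, n = 5) in TSOD mice and −1.88 ± 0.24 (SD, n = 5) in TSNO mice, a log2 fold change of 2.58 (standard error 0.20, adjusted p = 4e-14). The chemokines Cxcl1 and Ccl7 had 1.93 and 1.73, and the cytokine Il1b 1.40. Of 20 cell cycle genes, 18 were higher and none lower (18 adjusted over the list alone), with a median of 0.68 (adjusted p = 0.00019, and adjusted p = 0.89 with an estimated correlation). Among them were the mitotic kinases Cdk1 (1.06) and Plk1 (1.05), Tyms (0.65), which makes thymidylate for DNA, and Aurkb, at least 2.15-fold higher. Of 17 circadian clock genes, 3 were higher and 11 lower (3 and 11 adjusted over the list alone), with a median of −0.51 (adjusted p = 0.015, and adjusted p = 0.80 with an estimated correlation). Tef, which the clock drives, and the repressors Per3 and Per2 had −1.12, −1.15 and −0.91, while Clock itself had 0.60. Of 7 adipose expansion genes, 5 were higher and 1 lower (5 and 1 adjusted over the list alone), with a median of 1.12 (adjusted p = 0.049, and adjusted p = 0.86 with an estimated correlation). Mest, a marker of growing fat cells, had 1.69, the Wnt inhibitor Sfrp5 2.13, Bmp3 1.86 and Kazald1 −0.88. This call was lost without any of 5 mice (TSNO replicates 3 and 4, and TSOD replicates 2, 4 and 5; adjusted p up to 0.10 without TSNO replicate 4), and on scaling to the 75th percentile, on quantile normalization or without dim probes. Of 35 spermatid genes, 6 were higher and none lower (4 adjusted over the list alone), with a median of 0.63 (adjusted p = 0.011, adjusted p = 0.96 with an estimated correlation, and 0.75 without TSOD replicate 2). Spaca1, of the acrosome of sperm, had 2.77, Lyzl4 1.38, Txndc8 1.01 and Zpbp 0.81.

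The lists of fat metabolism moved both ways and did not pass. Of 13 genes of insulin and glucose handling, 3 were higher and 7 lower (median −0.29, adjusted p = 0.25), among them the insulin receptor substrate Irs1 (−0.90), the glycogen synthase Gys1 (−0.37) and the kinase Pdk4 (1.14), which turns off pyruvate oxidation. Of 16 adipocyte identity genes, 3 were higher and 4 lower (median −0.07 and mean 0.06, camera direction down, adjusted p = 0.82), with Pck1, of glycerol synthesis, at 1.47, the lipid droplet protein Plin4 at −0.24 and adipsin (Cfd) at −0.21. Of 17 genes of de novo lipogenesis, 2 were higher and 4 lower (median −0.11, adjusted p = 0.52), among them the desaturase Fads1 (−1.04), the glucose sensor Mlxipl (−0.70), Acacb (−0.63) and Elovl5 (0.23). Of 13 fatty acid oxidation genes, 2 were higher and 3 lower (median 0.05, adjusted p = 0.72), with Hadhb at 0.57, Acadl at 0.39 and Acadvl at −0.32. Of 12 thermogenic genes, 6 were higher and 3 lower (median 0.71, adjusted p = 0.33), with the proton channel Otop1 at 1.75, Zic1 at 0.59 and the beige fat regulator Prdm16 at −0.75. Of 21 genes of the mitochondrial respiratory chain, 5 were higher and 1 lower (median 0.03, adjusted p = 0.40), with Cycs at 0.56, Uqcrfs1 at 0.24, Cox6c at 0.21 and Atp5a1 at 0.17. For these 6 lists the counts adjusted over the list alone were the same.

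Among immune cells, 5 of 14 macrophage genes were higher and 2 lower (median 0.10, adjusted p = 0.26), with Itgax, the CD11c of fat macrophages, at 1.33, Gpnmb at 1.95, Ctss at 0.91 and Mpeg1 at 0.83. Of 11 complement genes, 3 were higher and 4 lower (median −0.09, adjusted p = 0.70), with the receptor C5ar1 at 1.60, C3 at −1.23 and C2 at −0.999. Of 7 MHC class II genes, 4 were higher and 2 lower (median 0.31, adjusted p = 0.12), with H2-Ab1 at 0.60, H2-Aa at −0.59 and the regulator Ciita at 0.63. Of 17 lymphocyte genes, 5 were higher and none lower (median 0.17, adjusted p = 0.19), with Ccr7, which leads cells to lymph nodes, at 1.62, Cd4 at 1.04, Cd3e at 0.78 and Cr2 at 0.36. Of 7 erythrocyte genes, 1 was higher, the anion exchanger Slc4a1 at 0.89 (median 0.19, adjusted p = 0.25).

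In the stroma, 5 of 22 extracellular matrix genes were higher and 2 lower (median −0.04 and mean 0.05, camera direction up, adjusted p = 0.94), with the gelatinase Mmp2 at −0.84, Postn at 0.58, Tgfb1 at 0.20 and Spp1 (measured in 3 of 5 TSNO mice) at 1.23. Of 8 progenitor genes, 2 were higher and 5 lower (2 and 6 adjusted over the list alone; median −0.61, adjusted p = 0.12), with Dlk1, which holds back adipogenesis, at −2.05, Ly6a at −0.90, Pdgfra at −0.76 and Pdgfrb at 0.70. Endothelium had 3 of 9 genes higher and 3 lower (median 0.05 and mean −0.04, camera direction up, adjusted p = 0.84), with Vwf at −0.91, Emcn at −0.36, Cdh5 at 0.45 and Esam at 0.37. Mesothelium had 4 of 9 lower and none higher (median −0.99, adjusted p = 0.15), with Wt1 at −1.02, Krt8 at −0.99, Gpm6a at −0.99 and Krt19 at −0.93. Smooth muscle had 7 of 9 lower and none higher (median −0.85, adjusted p = 0.11), with Tagln at −0.95, Acta2 at −0.80 and Des at −0.77. Skeletal muscle had 1 of 12 lower, Actn3 at −1.57 (median −0.13, adjusted p = 0.82). Immediate early and stress genes had 5 of 14 higher and 4 lower (median 0.14, adjusted p = 0.43), with Fos at 1.58, Egr2 at 1.43, Atf3 at 0.85 and Ier3 at −0.69.

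The lists of the male reproductive tract other than spermatids did not pass. Of 18 spermatocyte genes, 2 were higher and 2 lower (1 and 1 adjusted over the list alone; median 0.71, adjusted p = 0.35), with the germ cell cyclin Ccna1 (measured in 3 of 5 TSOD mice) at −1.97 and Pgk2 (3 of 5 TSOD mice and 2 of 5 TSNO mice) at 1.38. Of 11 Sertoli cell genes, 1 was higher, the inhibin chain Inhbb at 0.78, and 3 were lower, Sox9 at −0.89, Cldn11 at −0.89 and Dhh at −0.58 (median 0.33, adjusted p = 0.83). Of 8 Leydig cell genes, 1 was higher, the steroid enzyme Cyp17a1 at 0.80 (median 0.40, adjusted p = 0.46). Of 27 epididymal genes, 4 were higher (1 adjusted over the list alone; median 0.39, adjusted p = 0.29): the lipocalin Lcn12 at 0.45, and Gpx5, Spag11b and Cst11, measured in 2 of 5 TSOD mice and in no TSNO mouse, at least 1.97-fold, 2.29-fold and 1.09-fold higher. None of 7 seminal vesicle and prostate genes passed (median 0.20, adjusted p = 0.83), and none passed over the list alone.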

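A mitochondrial enzyme subunit, an MHC class II chain and an interferon-induced GTPase were among the genes that separated the fat of TSOD and TSNO mice most strongly at the ages other than 5 weeks. At 3, 4, 6 and 7 weeks the succinate dehydrogenase subunit Sdhd had log2 fold changes of 6.91, 7.36, 7.49 and 7.10, the epithelial adhesion protein Cdsn 4.22, 5.20, 6.63 and 6.91, Trim12a 5.34, 5.43, 5.65 and 5.62, and the MHC class II chain H2-Eb1 3.80, 4.23, 4.84 and 5.22. Crym, a binding protein of thyroid hormone, had 4.11, 4.34, 5.00 and 4.93 (measured in 4, 1 and 1 of 5 TSNO mice at 4, 6 and 7 weeks). Tmem14c, of heme synthesis, had 4.59, 4.64 and 4.54 at 3, 4 and 6 weeks, and Ctnna2, an alpha catenin, 5.77, 6.46 and 6.56 at 4, 6 and 7 weeks (measured in 1, 2 and 1 of 5 TSNO mice). The choline transporter Slc5a7 was at least 136-fold higher in TSOD mice at 6 weeks and at least 155-fold at 7 weeks. Cd109, a surface protein, was at least 19.9-fold higher at 3 weeks and 15.6-fold at 6 weeks, with a log2 fold change of 4.03 at 4 weeks (2 of 5 TSNO mice). Genes near the top at fewer ages were Olfr224 (4.11 at 3 and 4 weeks), Olfr1033 (at least 10.4-fold at 3 weeks and 5.92-fold at 4 weeks), the globin Hbq1a (3.82 at 3 weeks, 1 of 5 TSNO mice), and the phospholipase Pla2g4e (at least 4.57-fold at 6 weeks). At 7 weeks they were the serotonin enzyme Tph2 (5.20, 1 of 5 TSNO mice), the desmosomal Pkp1 (5.18, 3 of 5) and the eosinophil protein Prg2 (4.89, 1 of 5; 5.69 without TSNO replicate 4).

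Of the genes lower in TSOD mice, the succinyl-CoA synthetase subunit Suclg2 was at least 85.5-fold, 75.8-fold, 74.1-fold and 68.9-fold lower at 3, 4, 6 and 7 weeks. Tmem45b had −6.41, −9.79, −10.81 and −9.35 (measured in 4 of 5 and 3 of 4 TSOD mice at 4 and 6 weeks), the lysophospholipase Gdpd3 −4.86, −5.74, −5.53 and −5.68, and the interferon-induced Gbp2b −4.77, −4.65, −4.85 and −5.12. The galectin-like Grifin had −4.87, −4.48 and −4.26 at 3, 4 and 6 weeks (2 TSOD mice at each). Spats1, named for its expression in testis, had −4.67 at 3 weeks (1 of 5 TSOD mice) and was at least 11.2-fold lower at 4 and 6 weeks and 7.88-fold at 7 weeks. Clca3a1 had −4.27 at 3 weeks (3 of 5 TSOD mice; −3.59 without TSOD replicate 4 and −5.23 without TSOD replicate 5) and was at least 40-fold lower at 4 weeks. Its relative Clca3a2 had −4.19 at 3 weeks (−5.15 without TSOD replicate 5) and −3.82 at 7 weeks (2 of 5 TSOD mice) and was at least 22-fold lower at 4 weeks. The protease inhibitor Serpina3j was at least 7.57-fold lower at 3 weeks and 15.9-fold at 4 weeks, and Gm8909 had −4.09 at 3 weeks. The protease Prss56 had −4.67 at 4 weeks and −3.93 at 7 weeks (4 of 5 TSOD mice), histidine ammonia-lyase (Hal) −4.97 at 6 weeks and −5.14 at 7 weeks, and the lipid enzyme Mogat2 −4.34 and −4.30.

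In all, 897 genes were differentially expressed at 3 weeks of age (275 higher and 622 lower in TSOD mice), 895 at 4 weeks (455 and 440), 1326 at 5 weeks (674 higher), 729 at 6 weeks (485 higher) and 1280 at 7 weeks (804 higher). Under quantile normalization 347 of 764, 396 of 867, 620 of 1284, 379 of 712 and 668 of 1260 were higher from 3 to 7 weeks. With normexp background correction 295, 298, 459, 254 and 404 genes were differentially expressed. The methods' t-test with both thresholds called 721, 732, 1122, 561 and 1128 genes.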

The numbers of DEGs were 889, 852, 1321, 664, and 1296 for 3, 4, 5, 6, and 7 weeks of age, respectively. 

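Lists of adipose expansion and respiratory chain genes lay higher in the fat of TSOD mice at 3 and 4 weeks of age, and those of insulin and glucose handling and the respiratory chain lower at 6 and 7 weeks. With an estimated correlation, the insulin and glucose list held at 6 and 7 weeks (adjusted p = 0.033 each), and no other list did (adjusted p = 0.18 for adipose expansion at 3 weeks and 0.80 to 0.96 for the rest). Of 16 adipocyte identity genes, 9 were higher and 1 lower at 3 weeks (adjusted p = 0.0012 from limma's camera, and adjusted p = 0.85 with an estimated correlation), among them the lipid droplet proteins Plin1 (log2 fold change 0.75) and Plin4 (0.61) and the hormone Lep (2.10). At 6 weeks 10 were lower and 1 higher (adjusted p = 0.00065, and adjusted p = 0.80 with an estimated correlation) and at 7 weeks 9 were lower and 1 higher (9 and 2 adjusted over the list alone; adjusted p = 0.020, and adjusted p = 0.86 with an estimated correlation, lost under quantile normalization, as at 6 weeks, under normexp and without dim probes), among them Retn (−0.59 and −0.93), which encodes resistin. Of 7 adipose expansion genes, 6 were higher at 3 weeks (6 higher and 1 lower adjusted over the list alone; adjusted p = 0.00019, and adjusted p = 0.18 with an estimated correlation) and 5 higher and 1 lower at 4 weeks (adjusted p = 0.024, and adjusted p = 0.80 with an estimated correlation, lost under normexp), led by the natriuretic peptide receptor Npr3 (2.43 at 3 weeks) and Mest (1.78 and 1.96). Of 21 genes of the respiratory chain, 8 were higher and 1 lower at 3 weeks (9 and 1 adjusted over the list alone; adjusted p = 0.012, and 0.057 with fry) and 10 higher and none lower at 4 weeks (11 over the list alone; adjusted p = 0.0034; adjusted p = 0.96 with an estimated correlation at both ages), among them the complex I subunit Ndufb8 (0.47 and 0.36). In contrast, 12 were lower and none higher at 6 weeks, and 17 lower and 1 higher at 7 weeks (14 and none, and 18 and 1, adjusted over the list alone; adjusted p = 4.7e-05 each, and adjusted p = 0.86 with an estimated correlation), among them Sdhb of succinate dehydrogenase (−0.48 at both ages). Of 13 genes of insulin and glucose handling, 8 were lower at 6 weeks (10 adjusted over the list alone; adjusted p = 0.00021) and 10 at 7 weeks (adjusted p = 0.00019; adjusted p = 0.033 with an estimated correlation at both ages), and none was higher. They include glycogen synthase Gys1 (−0.56 and −0.71), Irs1 (−0.66 and −1.05), the kinase Akt2 (−0.38 and −0.45) and, at 7 weeks, Tbc1d4 (−0.37), which holds back glucose transporters. Of 13 fatty acid oxidation genes, 7 were lower and 2 higher at 6 weeks (adjusted p = 0.042, adjusted p = 0.86 with an estimated correlation, and up to 0.0892 without 1 of TSNO replicates 1, 2 and 4 or TSOD replicates 3 and 4, and lost under 4 of the alternative scalings or filters).

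The inflammatory list passed at each of these ages at the preset correlation, and at none with an estimated correlation (adjusted p = 0.80, 0.86, 0.86 and 0.86 at 3, 4, 6 and 7 weeks). Of its 25 genes, 10 were higher at 3 weeks and none lower (11 adjusted over the list alone; adjusted p = 0.00065), 11 higher and 2 lower at 4 weeks (adjusted p = 0.021, and 0.0549 without TSOD replicate 1), 8 and 1 at 6 weeks (adjusted p = 0.042) and 12 and 1 at 7 weeks (adjusted p = 0.005). The call at 6 weeks was lost without TSNO replicate 1 or TSOD replicates 2 or 3 (up to 0.115 without TSOD replicate 2), the call at 6 weeks also under quantile normalization and without dim probes, and the calls at 4 and 6 weeks under normexp. Ccl2, the monocyte chemokine, had log2 fold changes of 2.06, 1.47, 1.68 and 2.41, and Cxcl1, which draws neutrophils, 1.55, 1.80, 1.69 and 1.67. Of 7 MHC class II genes, 4 were higher at 6 weeks (4 higher and 1 lower adjusted over the list alone; adjusted p = 0.0055, and adjusted p = 0.86 with an estimated correlation) and 6 at 7 weeks (adjusted p = 0.0001, and adjusted p = 0.80 with an estimated correlation), and H2-Ab1 had 0.95 and 1.20. At 7 weeks 8 of 14 macrophage genes were higher and 1 lower (adjusted p = 0.0079, and adjusted p = 0.86 with an estimated correlation), with Gpnmb, of lipid-laden macrophages, at 2.30, and 17 of 20 cell cycle genes were higher and none lower (adjusted p = 4.7e-05, and adjusted p = 0.86 with an estimated correlation), with Bub1 of the spindle checkpoint at 1.17. Extracellular matrix genes were lower at 4 weeks (16 of 22 lower and 2 higher, and 16 and 3 adjusted over the list alone; adjusted p = 0.00065, and adjusted p = 0.86 with an estimated correlation; the collagen Col3a1 −0.61) and higher at 7 weeks (11 higher and 1 lower, and 12 and 1 over the list alone; adjusted p = 0.013, and adjusted p = 0.91 with an estimated correlation; Col6a3 0.60). Of 8 progenitor genes, 6 were lower and 1 higher at 4 weeks (adjusted p = 0.0013, and adjusted p = 0.80 with an estimated correlation), such as Ly6a at −1.02 and the adipogenesis inhibitor Dlk1 at −1.16. Of 7 erythrocyte genes, 5 were higher at 3, 4 and 7 weeks (7 at 4 weeks adjusted over the list alone; adjusted p = 0.019, 0.0058 and 0.042, and adjusted p = 0.89, 0.86 and 0.96 with an estimated correlation), such as Slc4a1 at 0.86, 1.43 and 1.08, and the call at 7 weeks was lost without TSNO replicate 1 or TSOD replicates 1 or 5 (up to 0.069). Of 9 endothelial genes, 5 were higher at 3 weeks (6 adjusted over the list alone; adjusted p = 0.034, and adjusted p = 0.95 with an estimated correlation), such as Cdh5 at 0.43, and the call was lost without TSNO replicates 1 or 5 or TSOD replicate 4 (up to 0.0854), under quantile normalization and without dim probes. The calls for erythrocytes at 3 and 7 weeks were lost under quantile normalization and on scaling to the 75th percentile, respectively.

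Where no other count is given, the counts adjusted over the list alone were the same. Between 3 and 7 weeks of age, 10 of the 13 insulin and glucose genes, 16 of the 21 respiratory chain genes and 10 of the 16 adipocyte identity genes changed downwards in TSOD mice relative to their change in TSNO mice, and none upwards (limma's test of the difference, adjusted p of at most 0.05). These counts come from the fit without slide, in which 5490 of all genes passed this test. With slide as a block 255 did. Among them were 2 of the insulin and glucose genes, 1 of the respiratory chain and 4 of adipocyte identity, all downwards, and these were counted after the others were seen. Over all ages the union of the differentially expressed genes held 2737 genes, and 848 with normexp background correction.

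**Figure D1:**
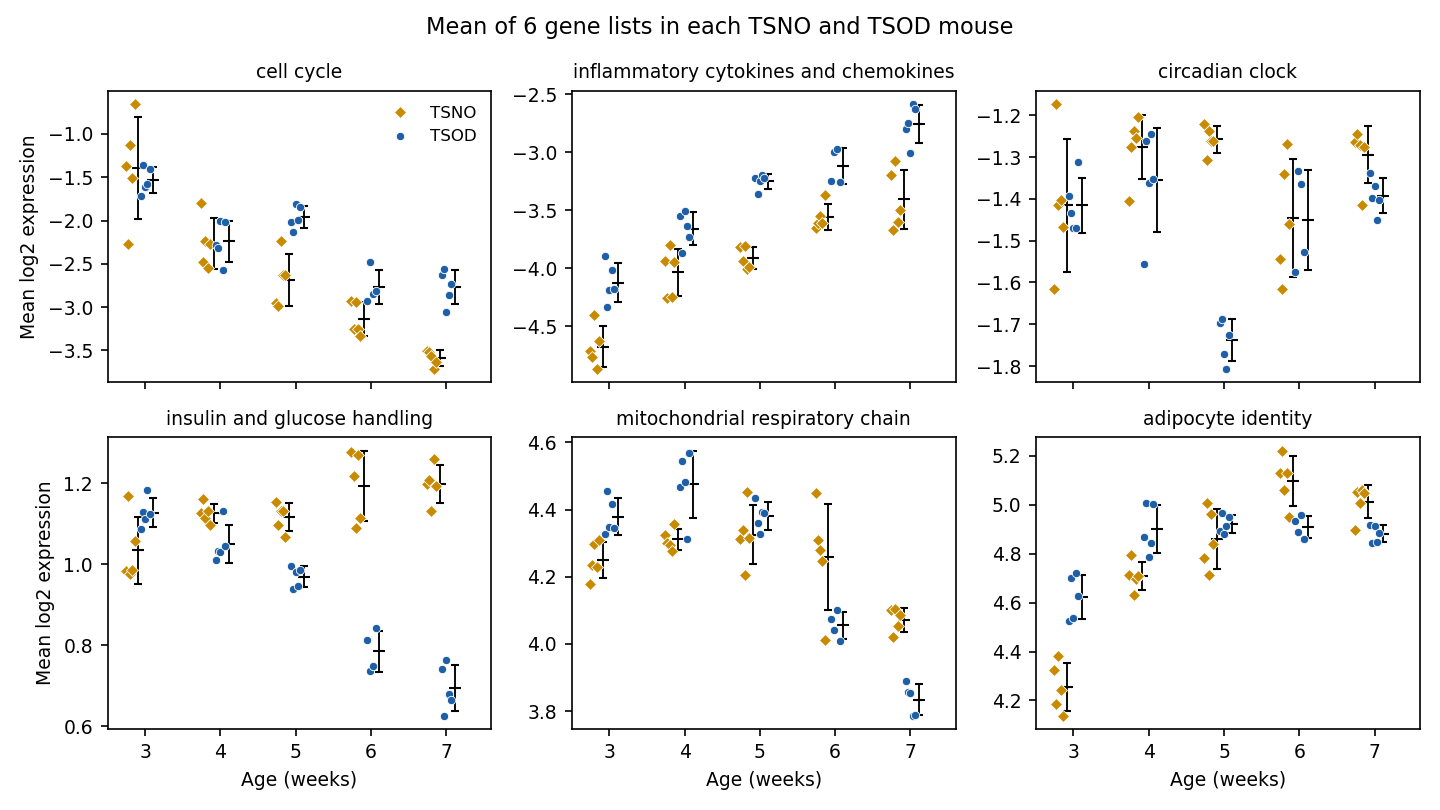
Mean expression of the genes of 6 lists in log2 units relative to the trimmed mean of the array (vertical axis) by age in weeks (horizontal axis). Points are TSNO and TSOD mice and bars mean ± SD, and the insulin and glucose handling mean is 0.70 ± 0.06 in TSOD mice and 1.20 ± 0.05 in TSNO mice at 7 weeks.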

The total number of genes that were expressed differentially in at least one time period was 2665. 

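Some genes differed between the strains in the same direction at every age, among them Sdhd, Tmem14c and Suclg2 of mitochondria, the MHC class II gene H2-Eb1 and the interferon-induced Gbp2b. In all, 233 genes were differentially expressed in the same direction at all 5 ages, 104 of them higher and 129 lower in TSOD mice. Of these, 49 have several probes, and in 20 (40.8%) the strain effects of the probes at 5 weeks differ by over 1 (log2), against 8.27% of all 5476 genes with several probes, so the array signal need not follow the amount of RNA. They include Trim12a, Cdsn, Crym, Cd109 and Ctnna2 among those higher, and Tmem45b, Gdpd3, Hal, Grifin and Spats1 among those lower. Of the 2737 genes in the union, 1603 (58.6%) were in a single set, 493 in 2 sets, 260 in 3, 147 in 4 and 234 in 5, and 41 had opposite directions at different ages. The sets of 5 and 7 weeks shared 603 genes, where 82.4 would be shared by independent lists, and those of 3 and 6 weeks 318, where 31.8 would be. No mouse belongs to 2 ages, so these sets share no samples.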

Approximately 50% genes were included in only one DEG set, and the others were shared by two or more DEG sets (Fig. 2A). Although Venn diagrams are commonly used to visualize the overlap pattern of a few gene sets, we selected a different method because there were five DEG sets.

**Figure 2:**
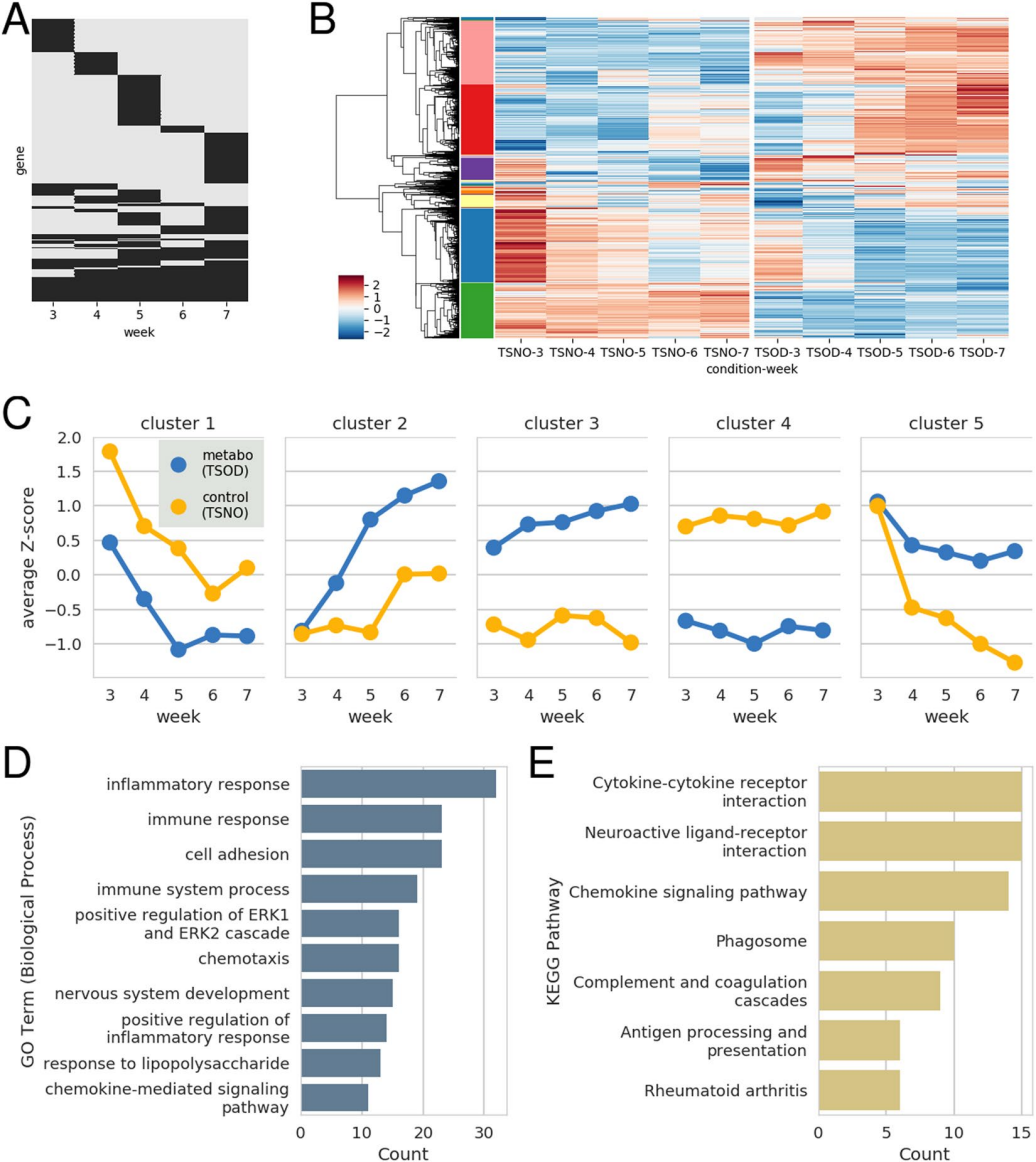
DEGs between TSOD and TSNO mice. (**A**) Overlap pattern of the five DEG sets. Each row corresponds to a gene that was included in at least one DEG set, and black regions indicate the time periods at which the gene was differentially expressed. (**B**) Heatmap of the union set of the DEGs. The color scale shows the z-score (per row) of the log expression. The left color boxes next to the dendrogram denote gene clusters obtained from hierarchical clustering. For more details, see *Clustering analysis* in Materials and Methods. (**C**) The time series of the average z-score of the top five largest clusters. (**D**) GO terms enriched in the second cluster. Each bar shows the number of genes with the corresponding term in the analyzed gene set. (**E**) KEGG pathways enriched in the second cluster. The meaning of each bar is similar to that in **D**. Regarding other cluster results of the enrichment analyses, see Supplementary Figs S2–S5.

The union set of the DEGs was separated into clusters (Fig. 1B), and the top five largest clusters were extracted (Fig. 2C). 

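The differentially expressed genes fell into groups that either followed both strain and age or divided the strains at every age. Each gene was averaged over the mice of a group and scaled to mean 0 and SD 1 over the 10 groups, and clustering by correlation gave 33 clusters. The first, with 719 genes, went from −0.55 at 3 weeks to 1.39 at 7 weeks in TSOD mice, and from −0.97 to −0.22 in TSNO mice. It holds Ccl2, of monocyte recruitment, and Lep, the leptin gene. The second, with 545 genes, ran the other way, from 0.61 to −0.91 in TSOD mice and from 1.81 to 0.05 in TSNO mice, and includes the complement gene C3. The third, with 374 genes, lay at −0.66 to −0.96 in TSOD mice and at 0.72 to 0.96 in TSNO mice at every age. The fourth, with 348 genes, lay at 0.57 to 0.84 in TSOD mice and at −1.08 to −0.50 in TSNO mice, and holds Il6 and Il1rn, a cytokine and an antagonist of IL-1. The fifth, with 134 genes, was at 1.40 in TSNO mice at 3 weeks and from −0.56 to −0.77 later, and went from −0.30 at 4 weeks to 1.28 at 7 weeks in TSOD mice. Clustered by individual mice the second cluster held 357 genes.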

The sizes of the five clusters were 611, 579, 530, 457, and 179. The properties of the five clusters were analyzed using the Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. For example, the GO (Fig. 2D) and KEGG pathway (Fig. 2E) enrichment analyses revealed that the second cluster contained many genes associated with inflammation and immune responses. 

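Inflammatory genes gathered in the cluster whose mean expression was higher in TSOD mice and at later ages, which is the largest cluster here. It holds 13 of the 25 inflammatory cytokines and chemokines (Ccl2, Ccl3, Ccl4, Ccl7, Ccl9, Ccr2, Cxcl1, Cxcl9, Cxcl10, Il1b, Ptgs2, Saa3 and Tnf; Fisher's exact test, p = 3.6e-13, adjusted 5.1e-11 over 140 pairs of list and cluster). The same cluster holds 5 of 14 macrophage genes (the protease Ctss, Gpnmb, Itgax, Mpeg1 and the lipid receptor Trem2; exact p = 7.9e-05, adjusted 0.0037) and 5 of 7 adipose expansion genes (Bmp3, Lep, Mest, Npr3 and Sfrp5; exact p = 1e-06, adjusted 7.1e-05). MHC class II genes in it were H2-Ab1 and H2-Eb1, 2 of 7 (exact p = 0.0228, adjusted 0.398). The second largest cluster holds 3 of 9 smooth muscle genes, the contractile Actg2, Cnn1 and Lmod1 (exact p = 0.00138, adjusted 0.0481), the complement gene C3 (1 of 11, exact p = 0.256) and none of the inflammatory, macrophage, MHC class II or lymphocyte genes. Clusters are numbered here by their size.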

Other cluster results from the enrichment analyses are included in Supplementary Figs S2–S5.

We then searched DNB genes using a simplified version of the original method^5^ (see *DNB selection* in Materials and Methods) and found a group of 147 genes (Table 1) that showed a marked peak at 5 weeks of age in TSOD mice in the average standard deviation *I*_*s*_ (Fig. 3A) and average correlation strength *I*_*r*_ (Fig. 3B). 

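The average standard deviation and correlation of the DNB genes were highest in TSOD mice at 5 weeks of age, and 1 of the 5 mice accounts for the height of both. The DNB genes were chosen by the paper on these same mice, so a peak in this group is not independent evidence. Of the 147 genes in Table 1, 142 are printed with a complete symbol and 125 of these were measured here. I_s was 1.25 at 5 weeks, and 0.358, 0.407, 0.429 and 0.394 at 3, 4, 6 and 7 weeks. I_r was 0.497 at 5 weeks and 0.0204, 0.0514, 0.0356 and 0.0361 at the other ages. Replicate 2 of the TSOD mice at 5 weeks had a mean expression of −4.07 over the DNB genes, and the other 4 mice had −6.61, −6.75, −6.65 and −6.79. In this mouse 118 of the 125 genes had their highest value of the group, and 112 (89.6%) were well above background, against 52 to 62 genes in the other 4. Without it, I_s at 5 weeks was 0.289 and I_r 0.0382, and without any other single mouse I_s was 1.36 to 1.40 and I_r 0.426 to 0.458. With normexp background correction I_s at 5 weeks was 0.481, against 0.146 to 0.165 at the other ages.

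**Figure D2:**
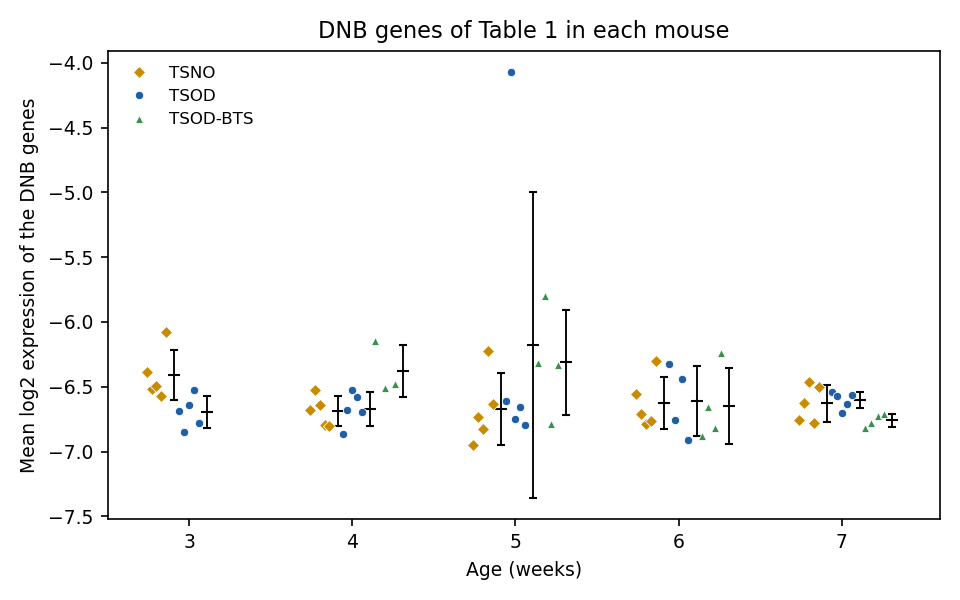
Mean expression of the 125 DNB genes in each mouse, in log2 units relative to the trimmed mean of the array (vertical axis), by age in weeks (horizontal axis), with diamonds for TSNO, circles for TSOD and triangles for treated TSOD mice and black bars for mean ± SD. One TSOD mouse at 5 weeks lies at −4.07, above the other 4 of its group at −6.79 to −6.61.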

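The DNB genes that varied most among TSOD mice at 5 weeks of age were each far higher in replicate 2 than in the other 4 mice. Cst9, a cystatin of the testis, had an SD of 3.73 (n = 5), with −0.88 in replicate 2 and a mean of −9.20 in the others. Cox8c, a testis form of a cytochrome c oxidase subunit, had an SD of 3.13 (−0.51 and −7.23), and Ddx4, the RNA helicase that marks germ cells, 2.60 (−2.64 and −8.35). Tuba3b, a tubulin of the testis, had an SD of 2.52 (1.13 and −4.48), Rbakdn 2.32 (−0.27 and −5.38), and Capza3, an actin capping protein of sperm, 2.30 (−3.49 and −8.53). Prr27 had 2.28 (−3.77 and −8.85), Piwil1, which silences transposons in germ cells, 2.25 (−4.19 and −9.21), Spin2d 2.22 (−3.40 and −8.31) and Stpg4 2.18 (−2.43 and −7.15). Of the DNB genes in the lists of the male germ line, the kinase Tssk2 had an SD of 2.17 (−4.25 and −9.08), the surface protein Tex101 2.15 (−1.16 and −5.89) and the pyruvate dehydrogenase subunit Pdha2 2.08 (−4.20 and −8.77). The RNA-binding Dazl had 1.58 (−5.48 and −8.99) and the kinase Tssk6 0.86 (−3.49 and −5.41). Each of these genes was well above background in replicate 2. In the other 4 mice Tuba3b, Rbakdn, Tex101 and Tssk6 were so in 4, Cox8c and Stpg4 in 1 and the rest in none.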

The simultaneous increases in these two statistics indicated that the DNB genes temporally showed unusually large fluctuations as well as strong correlations at the time period. The emergence of such a gene cluster has been suggested as a possible early warning signal of any abrupt change in health conditions^5^. Therefore, our results suggested that TSOD mice at 5 weeks of age, which were several weeks earlier than the onset of metabolic syndrome^20,24,27^, were in the pre-disease state preceding any essential change in the progression from a healthy state to metabolic syndrome.

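In TSNO mice, which do not become obese, I_s of the DNB genes was highest at 3 weeks of age and I_r at 5 weeks. I_s was 0.518 at 3 weeks, 0.316 at 4 weeks, 0.395 at 5 weeks, 0.358 at 6 weeks and 0.315 at 7 weeks (n = 5 each). I_r was 0.0295, 0.0511, 0.355, 0.0432 and 0.0680, and its value at 5 weeks was 0.0482 without replicate 4, a mouse with a mean of −6.22 over the DNB genes and the highest value of its group in 96 of the 125. From the joint rise of both statistics at 5 weeks of age in TSOD mice, and from the theory of early warning signals that it cites, the paper proposes that these mice were in a pre-disease state ahead of metabolic syndrome.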

**Table 1:** List of 147 DNB genes obtained from the 5-week-old TSOD mouse group. The gene symbols are sorted alphabetically.

List of 147 DNB genes					
*Actl10*	*Adam20*	*Adam4*	*Adam5*	*Adam6a*	*Als2cr11*
*Ankrd22*	*Btbd35f13*	*Capza3*	*Ccdc155*	*Ccdc54*	*Ccdc89*
*Cd55b*	*Cmtm2a*	*Cmtm2b*	*Cox7b2*	*Cox8c*	*Cst9*
*Dazl*	*Ddx4*	*Defa29*	*Dmrtb1*	*Dnajc5b*	*Eqtn*
*Fam178b*	*Fam71f2*	*Fbxw10*	*Fcrla*	*Gata3*	*Gk2*
*Gm14725*	*Gm20877*	*Gm20878*	*Gm21637*	*Gm6309*	*Gm6370*
*Gm6583*	*Gm6588*	*Gm6890*	*Gm8702*	*Got1l1*	*Grxcr2*
*Gtsf1l*	*Il31*	*Iqcf6*	*Kcnj3*	*Kcnmb4*	*Klk1b24*
*Lyzl6*	*March10*	*Mbd3l1*	*Morn2*	*Mroh8*	*Myc*
*Odf3*	*Olfr165*	*Oxct2a*	*Pcsk6*	*Pdha2*	*Pebp4*
*Pgc*	*Piwil1*	*Plcz1*	*Ppp1r2-ps7*	*Prok2*	*Prps1l1*
*Prr22*	*Prr27*	*Prss35*	*Prss37*	*Prss38*	*Prss52*
*Pth2*	*Rbakdn*	*Rbm44*	*Rnf17*	*Sf3b3*	*Sgms2*
*Sh3d21*	*Sh3gl3*	*Slc22a23*	*Slc2a3*	*Slc47a2*	*Slco6b1*
*Slx*	*Sox3*	*Sox5os3*	*Spanxn4*	*Spata3*	*Spata31d1c*
*Spata45*	*Spin2d*	*Sstr2*	*Ssty1*	*Stpg4*	*Syngr4*
*Tbc1d21*	*Tex101*	*Tex36*	*Tex48*	*Thegl*	*Tmem217*
*Tmem30c*	*Tmem35a*	*Trim69*	*Tssk2*	*Tssk6*	*Tuba3b*
*Tubd1*	*Ubqln3*	*Vmac*	*Vsig1*	*Vwa5b1*	*Wdcp*
*Zfp541*	*Zik1*	*Znrf4*	*1700006A11Rik*	*1700009C05Rik*	*1700011M02Rik*
*F17Rik*	*1700025D23Rik*	*1700026J12Rik*	*1700030L20Rik*	*1700031F10Rik*	*1700034J05Rik*
*L16Rik*	*1700061N14Rik*	*1700092M07Rik*	*1700099I09Rik*	*1700113H08Rik*	*1700126A01Rik*
*K09Rik*	*4732460I02Rik*	*4921524L21Rik*	*4930415O20Rik*	*4930449C09Rik*	*4930449I24Rik*
*I11Rik*	*4930522O17Rik*	*4930529F21Rik*	*4930544D05Rik*	*4930571K23Rik*	*4930579F01Rik*
*E13Rik*	*4933402N22Rik*	*4933406F09Rik*

**Figure 3:**
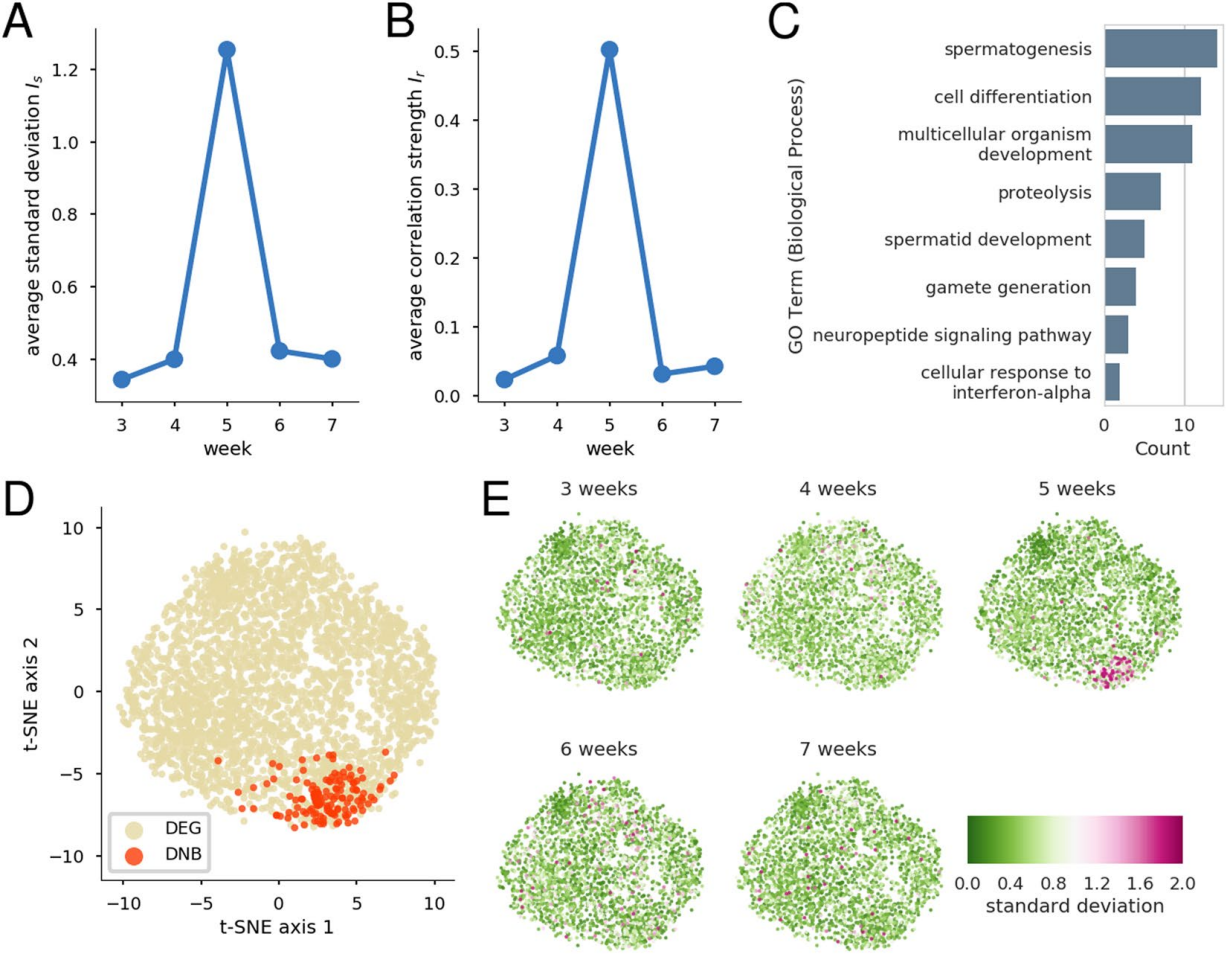
Characteristics of 147 DNB genes. (**A**) The average standard deviation *I*_*s*_. (**B**) The average correlation strength *I*_*r*_. (**C**) Enriched GO annotations. No KEGG pathway was enriched in the DNB genes. (**D**) A t-SNE plot of the union set of the DNB genes and 2665 DEGs. The overlapping genes were colored as DNB genes. For more details, see *Dimensionality reduction* in Materials and Methods. (**E**) Spatio-temporal fluctuation patterns of the DNB genes and DEGs. The color scale shows the standard deviation.

We assessed the reproducibility of our DNB selection procedure using a leave-one-out approach. One sample was removed temporally from either 5-week-old TSOD mice data or 5-week-old TSNO mice data. DNB genes were then selected in the same manner, but using only the remaining samples. The genes obtained were compared with the original 147 genes. 

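Which genes the DNB procedure picks changed with each of the mice at 5 weeks of age left out, and most without TSOD replicate 2 or TSNO replicate 4. Applied to all mice, the procedure selected 124 genes, of which 100 are in Table 1 (Fisher's exact test, p = 1.3e-222) and among them are Dazl and Piwil1 of early germ cells. The test takes the lists as independent, while Table 1 came from the same steps on the same mice, so a large overlap was built in. With each of the 10 mice left out in turn it selected 44 to 139 genes, of which 54.2 ± 8.65 (SEM, n = 10) were in Table 1, with a range of 2 to 80. Of its own 124 genes it found 60.3 ± 9.50 (SEM, n = 10). Without TSOD replicate 2, it selected 44 genes, of which 2 were in Table 1 and 3 in its own full set. Without TSNO replicate 4, it selected 109 genes, of which 11 were in Table 1. Over the 9 selections that keep TSOD replicate 2, the overlap with its own set was 66.7 ± 7.88 (SEM, n = 9).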

The overlap size was 74.6±12.0 (mean ± standard error of mean), suggesting an intermediate level of reproducibility of the DNB selection procedure.

Most GO annotations enriched in the DNB genes were associated with reproduction, such as spermatogenesis and spermatid development (Fig. 3C), which would not be directly related to the pathogenesis of metabolic syndrome. 

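Genes of developing sperm were over-represented among the 125 DNB genes measured here. Of 18 spermatocyte genes, 4 are DNB genes: Ddx4 and Dazl, which bind RNA in early germ cells, Piwil1 and Tex101 (Fisher's exact test, p = 3.7e-06, adjusted 0.00015). Of 35 spermatid genes, 4 are DNB genes, among them the kinases Tssk2 and Tssk6 and Pdha2 (exact p = 5.8e-05, adjusted 0.0016). Of 11 Sertoli cell genes, 1 is, Cst9 (exact p = 0.0646, adjusted 0.679). The other 25 lists hold no DNB gene, which says little for lists of 7 to 27 genes.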

The KEGG pathway enrichment analysis gave no significant result. A possible reason for the failure of the GO and KEGG enrichment analyses is that these analyses are based on existing knowledge, and thus they could have difficulty for characterizing the DNB genes obtained from a novel aspect related to the pre-disease state.

In order to visualize the spatio-temporal fluctuation patterns of the DNB genes and other genes, we located the union set of the 147 DNB genes and 2665 DEGs on a two-dimensional plane using the t-distributed stochastic neighbor embedding (t-SNE)^32^ method (Fig. 3D). We selected this dimensionality reduction method because the DNB genes were mostly concentrated in one region. 

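The DNB genes were selected for correlations gained in TSOD mice over TSNO mice at 5 weeks of age, and the dissimilarity of the methods measures the same quantity in the same mice. Its mean over the 5 TSOD and 5 TSNO mice of 5 weeks was 0.858 among the DNB genes, 1.03 between DNB genes and differentially expressed genes, and 1.00 among the differentially expressed genes. Germ cell genes such as Ddx4 and Tssk2 share their highest value in a single TSOD mouse at 5 weeks of age.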

Figure 3E shows the spatio-temporal fluctuation patterns using the two-dimensional coordinates. Most of the DNB genes exhibited large fluctuations at 5 weeks of age in TSOD mice, whereas the majority of the other genes did not. 

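At 5 weeks of age 81 of the 125 DNB genes (64.8%), among them Cst9 and Cox8c of the testis, had an SD above 1 in TSOD mice, and they were selected on their SD in these same mice. At 3, 4, 6 and 7 weeks the share was 3.2%, 3.2%, 7.2% and 7.2%. Their median SD was 1.17 at 5 weeks and 0.239, 0.308, 0.284 and 0.261 at the other ages. Of the differentially expressed genes that are not DNB genes, 178 of 2710 (6.57%) had an SD above 1 at 5 weeks, with a median SD of 0.315, and 4.10%, 6.68%, 8.56% and 6.20% at the other ages. Without replicate 2 at 5 weeks 1 of the DNB genes did (0.8%). The share of DNB genes with SD over 1 at 5 weeks was 4.8% with normexp background correction and 37.7% without dim probes.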

Although a few non-DNB genes also showed large fluctuations at 5 weeks of age, they were excluded because of the lack of strong correlations with the DNB genes.

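Outside the DNB genes, 708 of 20526 genes had an SD above 1 in TSOD mice at 5 weeks of age, and 408, 647, 1148 and 548 at 3, 4, 6 and 7 weeks. Replicate 2 exceeded each of the other 4 mice by more than 2 (log2) in 572 of 20651 genes, 85 of them DNB genes. Each of the other 4 mice did so in 29 to 53 genes. Among those 572 outside Table 1 are Tnp1 (0.82 in replicate 2 and a mean of −4.86 in the others), a protein that packs the DNA of sperm, and Ldhc (0.55 and −5.90), the lactate dehydrogenase of germ cells.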

## Discussion

The present study used the DNB theory to detect the pre-disease state before metabolic syndrome (Fig. 3A,B). This extends the scope of the DNB theory in two directions. The first direction is about the variety of disorders. We previously reported that the DNB theory was able to detect the pre-disease state solely before diabetes^12^. On the other hand, metabolic syndrome is characterized by several disorders, such as hyperglycemia, hypertension, and dyslipidemia. Therefore, the present study is important in that the applicability of the DNB theory to such complex diseases has been shown.

Second, the progression of metabolic syndrome is relatively slow, and thus our results support the idea that the DNB theory is applicable to both acute and chronic diseases. The DNB theory is based on critical transitions^6^, which are abrupt changes between distinct states usually accompanied by hysteresis, namely healthy and disease states. Therefore, the DNB theory was mainly applied to data on acute diseases (for example, acute respiratory distress syndrome and influenza) to detect their pre-disease states^5,14^. On the other hand, many chronic diseases, such as metabolic syndrome, do not necessarily show apparently abrupt or discontinuous changes at the disease onset, and the health condition seems to be getting worse continuously. However, even in these cases, abrupt changes may occur in the gene expression profiles. In addition, the existence of a positive feedback loop in obesity has been suggested^33^, indicating that moving from a disease state back to a healthy state is more difficult than vice versa. This suggests a one-directional critical transition from a healthy state to a disease state, although generally the opposite-directional recovery process can be another critical transition^34^. Therefore, the DNB theory has been expected to be applicable to some chronic diseases as well as acute diseases, which has been confirmed in the present study.

We here explain in detail that TSOD mice at 5 weeks of age, at which we identified 147 DNB genes, did not develop metabolic syndrome. The onset of metabolic syndrome in TSOD mice is generally considered to be approximately 8–12 weeks^20,24,27^, at which many features common to human metabolic syndrome become apparent. For example, urinary glucose became detectable after 8 weeks of age^22^, and the enlargement of adipocytes and formation of crown-like structures with macrophage aggregation became observable in the visceral fat at approximately 12 weeks of age^20^. Diagnostic criteria for obesity in TSOD mice and prediabetes in rodents are suggested to be body weight ≥40 g and blood glucose level ≥200 mg/dL, respectively^30,31^. Clearly, in the present study, TSOD mice at 5 weeks of age did not meet these criteria (Fig. 1A). In addition, as previously reported^27,35^, transcriptions of proinflammatory cytokines TNF and Interleukin-6 were not largely increased at approximately 5 weeks of age (Supplementary Fig. S6). These genes were known to be upregulated by 11 weeks of age^23,35^. 

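Every TSOD mouse at 5 weeks of age was below 40 g and 200 mg/dL. Their body weights ran from 28.6 to 31.5 g and their blood glucose from 169 to 186 mg/dL (n = 5). Epididymal fat weighed 0.512 ± 0.0432 g (SD, n = 5), against 0.118 ± 0.0179 g (SD, n = 5) in TSNO mice of that age.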

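Tnf, a cytokine that dampens insulin signalling in fat cells, was expressed at −5.86 ± 0.36 (SD, n = 5) in TSOD mice at 5 weeks of age and at −5.77 ± 0.29 (SD, n = 5) in TSNO mice. The log2 fold change was −0.09 (standard error 0.23, adjusted p = 0.78 from limma), 0.03 with normexp background correction and 0.01 without TSOD replicate 2. From 3 to 5 weeks of age in TSOD mice Tnf changed by 0.53 (adjusted p = 0.049), and by 1.21 with slide as a block. At 3 weeks Tnf was higher in TSOD than in TSNO mice (log2 fold change 1.03, adjusted p = 0.00045), and 3 of 5 TSNO mice had it well above background. Il6, an inflammatory cytokine, was at −6.72 ± 0.49 (SD, n = 5) in TSOD mice and −7.83 ± 0.59 (SD, n = 5) in TSNO mice at 5 weeks. Its log2 fold change was 1.11 (standard error 0.39, adjusted p = 0.020) with 2 of 5 mice well above background in each group, and 0.25 with normexp. Its adjusted p was 0.053 without TSNO replicate 2 and 0.076 without TSOD replicate 1. From 3 to 5 weeks in TSOD mice it was 0.02 (adjusted p = 0.97), −0.09 under quantile normalization, −0.21 without TSOD replicate 5 at 3 weeks and −0.19 without TSOD replicate 1 at 5 weeks.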

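Among metabolic genes of fat, the insulin-regulated glucose transporter Slc2a4 and the coactivator of mitochondrial genes Ppargc1a were lower in TSOD mice at 5 weeks of age, by less than 1 on the log2 scale, and adiponectin was not. Slc2a4 was 3.60 ± 0.09 (SD, n = 5) in TSOD mice and 4.14 ± 0.11 (SD, n = 5) in TSNO mice, a log2 fold change of −0.54 (standard error 0.09, adjusted p = 2.1e-06 from limma), and no TSOD mouse overlapped a TSNO mouse. It changed by −0.29 from 3 to 5 weeks in TSOD mice (adjusted p = 0.0043). Ppargc1a was −3.29 ± 0.25 and −2.63 ± 0.18 (SD, n = 5 each), a log2 fold change of −0.66 (standard error 0.13, adjusted p = 3.5e-05), and changed by −0.93 from 3 to 5 weeks in TSOD mice (adjusted p = 5.6e-08). Pparg, the nuclear receptor that drives fat cell formation, was 3.77 ± 0.10 and 4.08 ± 0.11 (SD, n = 5 each), a log2 fold change of −0.32 (standard error 0.14, adjusted p = 0.059), and −0.19 from 3 to 5 weeks (adjusted p = 0.25). Adipoq, which encodes the hormone adiponectin, was 6.55 ± 0.13 and 6.49 ± 0.10 (SD, n = 5 each), a log2 fold change of 0.05 (standard error 0.08, adjusted p = 0.62), and rose by 0.36 from 3 to 5 weeks (adjusted p = 9.9e-05).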

Expression of other representative metabolic genes^36^ also did not largely change (Supplementary Fig. S6). Taking all things into consideration, TSOD mice at 5 weeks of age were undoubtedly several weeks before the acquisition of major metabolic syndrome phenotypes. Therefore, we believe that the pre-disease state before metabolic syndrome was detected in TSOD mice at 5 weeks of age.

However, it is important to note that some other noticeable changes are known to occur in TSOD mice as early as 5 weeks of age. For example, the level of hydroxyoctadecadienoic acid, a biomarker of oxidative stress, was reported to be significantly higher in TSOD mice at 5 weeks of age than in age-matched TSNO mice^35^. One of the possible causes of the increase in the oxidative stress level is abnormal iron metabolism, and aberrant accumulation of iron was reported in the spleen of TSOD mice at 8 weeks of age^37^. If measured, splenic iron deposition is possibly observable at earlier ages. In addition, the intestinal microbiome was reported to be different between TSOD and TSNO mice at 5 weeks of age^38^. Further investigations from various perspectives are needed for better understanding of TSOD mice at 5 weeks of age. For example, pathological examinations^37^, which are equipped with the minute power of observations, as well as metagenome^38^ and proteome analyses will be useful in future studies.

We discuss the timing of the critical transition. 

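The DNB genes varied less among TSOD mice of 6 and 7 weeks of age than among all 5 of 5 weeks, with each mouse left out in turn. Their I_s then ranged from 0.380 to 0.440 at 6 weeks (n = 4) and from 0.337 to 0.415 at 7 weeks (n = 5). I_r ranged from 0.00411 to 0.0443 and from 0.0176 to 0.0336. At 5 weeks without replicate 2, I_s (0.289) lay below these ranges and I_r (0.0382) within that of 6 weeks.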

We think that a critical transition occurred between 5 and 6 weeks of age, and thus *I*_*s*_ and *I*_*r*_ dropped rather than continued to rise at 6 and 7 weeks of age. This interpretation does not necessarily contradict the general notion that the onset of metabolic syndrome in TSOD mice is approximately 8–12 weeks. If a critical transition occurs mainly in adipose tissues between 5 and 6 weeks of age, it may trigger further changes in other parts of the body of mice during 6–7 weeks of age or later, and eventually the major characteristics of metabolic syndrome are acquired at approximately 8–12 weeks of age. This putative scenario is also consistent with the widely accepted view that inflammation in adipose tissues causes secretion of various chemical signals called adipokines, which affect many organs, and then metabolic syndrome is induced^1–3^. We also think that multiple important changes may occur in different parts of the body and at different weeks of age during the entire course of the progression from a healthy state to metabolic syndrome in TSOD mice.

We consider whether the usage of TSNO mice as the control group was adequate for the present study. TSNO mice has been established as the control group against TSOD mice^21,22^, and many studies on TSOD mice used TSNO mice as the control group^23–27,35,37,38^. Therefore, we compared TSOD and TSNO mice. On the other hand, the two strains were known to exhibit some differences at early ages as discussed already, and it was unknown whether TSNO mice were suitable as the control group for the study of the pre-disease state. In order to resolve this issue, we compared TSOD mice at 5 weeks of age and TSOD mice at 3 weeks of age, and confirmed that similar DNB genes were selected. The number of genes was 209, and 30 of them were shared with the original 147 DNB genes. 

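The selection against TSOD mice at 3 weeks of age gave 181 genes here, of which 25 are in Table 1 and 24 were also in the 124 genes of the selection against TSNO mice. Of the measured Table 1 genes, 121 passed the first step of the selection against TSNO mice, which keeps 10% of all genes. In the selection against 3 weeks, whose first step keeps 5%, 80 passed it, so the 2 counts are not at the same threshold. With each of the 10 mice left out in turn the procedure selected 98 to 213 genes, of which 1 to 29 were in Table 1. Without TSOD replicate 2 at 5 weeks it selected 98, of which 1 was in Table 1 and 0 in the full set of 181. Both selections use the same 5 TSOD mice at 5 weeks of age.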

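For the selections computed here, of 124 and 181 genes with 24 in common, among them the spermatid kinase Tssk2, Fisher's exact test gave p = 1.1e-25. Independent lists of these sizes would share 1.09 genes. The test takes the lists as independent, while both were drawn from the same TSOD mice at 5 weeks.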

The overlap size was significantly large (p = 9.7E-33, Fisher’s exact test). The 209 genes showed sharp peaks of *I*_*s*_ and *I*_*r*_ at 5 weeks of age (Supplementary Fig. S7A,B), which are similar to the original results (Fig. 3A,B). In addition, enriched GO annotations in the 209 genes (Supplementary Fig. S7C) were also similar to the original results (Fig. 3C). Therefore, our results of the DNB selection were not largely dependent on the choice of the control group, which justifies the validity of our main results based on the comparisons between TSOD and TSNO mice.

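Genes selected against TSOD mice at 3 weeks of age were also highest in I_s and I_r at 5 weeks, and again through replicate 2. Their I_s was 1.38 and I_r 0.516 at 5 weeks, and 0.296 and 0.00376 without that mouse. I_s at 3, 4, 6 and 7 weeks was 0.288, 0.387, 0.421 and 0.388. For the 124 genes selected against TSNO mice the values at 5 weeks were 1.26 and 0.507, and 0.271 and 0.0419 without replicate 2. The genes were selected for a large SD and correlation in these mice.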

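Genes of late sperm formation were over-represented among the 181 genes. Of 35 spermatid genes, 8 were in the set (Fisher's exact test, p = 5.7e-10, adjusted 4.8e-08). They are Tnp1 and Tnp2, which replace histones in sperm, the sperm tail genes Odf2 and Smcp, the cytoskeletal Actl7b and Fscn3 and the kinases Tssk1 and Tssk2. Of 18 spermatocyte genes, Ldhc and Spag6 were in the set (exact p = 0.0107, adjusted 0.149).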

We also discuss possible relations between the pre-disease state before metabolic syndrome and the intestinal microbiome. Intestinal dysbiosis is generally thought to be associated with metabolic syndrome. Previous studies reported that the intestinal microbiome of TSOD mice was similar to but different from that of TSNO mice^26,38^. Our experiments also confirmed differences in intestinal microbiomes of TSOD and TSNO mice at 5 weeks of age (*Intestinal microbiome analysis* in Supplementary Information and Supplementary Fig. S8). Especially, the abundance of *Bacteroides*, which is a major genus in the phylum Bacteroidetes, decreased largely in TSOD mice at 5 weeks of age. This may be associated with the imbalance between Bacteroidetes and Firmicutes, which was reported to occur in TSOD mice at 12 weeks of age^38^ and 24 weeks of age^26^. However, it is concluded that observations of the intestinal microbiome and diabetic state were independent and that their interaction and causal relationship are still unclear^38^. The altered intestinal microbiome of TSOD mice might have influenced the gene expression patterns in adipose tissues at or before the pre-disease state. It is our future work to clarify the complex etiology and pathology of metabolic syndrome with respect to the host-guest interactions using the DNB theory.

Elevated fluctuations of the DNB genes (Fig. 3) should be interpreted carefully. According to previous studies^5,12^, we calculated the DNB scores using measurements from different individuals and did not use repeated measurements from the same individual. This is because, in order to investigate the gene expression profiles in adipose tissues, a mouse was dissected for each measurement. Therefore, what we investigated were population fluctuations, a part of which would be explained by random effects (variability caused by individual-specific mean values). In order to overcome this limitation, we plan to develop a new statistical method to apply the DNB theory to peripheral blood data in clinical study.

We here discuss the time interval of the *I*_*s*_ and *I*_*r*_ signals shown in Fig. 3A,B. These statistics are expected to increase as the system’s stability decreases^5^. This means that if the system’s stability gradually decreases for a certain time interval before a critical transition, these statistics may show an increasing trend during that time interval. It is important to note that actual values fluctuate to some extent due to noise^6,8^. Although the time resolution was not very high, the two statistics appeared to begin to increase at 4 weeks of age, which is consistent with expectations. 

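I_s and I_r of the DNB genes in TSOD mice overlapped between 3 and 4 weeks of age once single mice were left out. I_s ranged from 0.328 to 0.365 at 3 weeks and from 0.339 to 0.4303 at 4 weeks, and I_r from 0.00787 to 0.0324 and from 0.0212 to 0.0649. The difference between the 2 ages was not tested.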

Additional measurements between 4 and 5 weeks of age are needed as further evidence. If the increasing trend is confirmed, we will be more convinced that the observed sharp peak at 5 weeks of age was caused by a decrease in the system’s stability rather than other reasons, such as temporal changes in noise intensity.

Another viewpoint is the usefulness of the *I*_*s*_ and *I*_*r*_ signals as early warning signals. If a certain signal is detectable in a short time interval only, frequent measurements are generally required to avoid missing it. Our results suggest that the expressions of the DNB genes in TSOD mice need to be assessed at least once every week to avoid missing sharp increases in *I*_*s*_ and *I*_*r*_. Therefore, even if similar early warning signals exist for humans, weekly measurements of gene expressions in individuals before metabolic syndrome are needed, which may be impractical due to the high associated costs. In order to resolve this issue, the development of cost-effective biomarkers of the pre-disease state, which are easy to measure and show signals for a longer time interval, will be needed. As discussed already, we plan to develop such new biomarkers in future research.

We here discuss the relationship between our results and critical slowing down. Critical slowing down before a critical transition is a phenomenon that recovery from perturbation becomes increasingly slow as the system’s stability decreases. We could not measure the recovery rate directly in this study because unrealizable repetitive measurements at short intervals from the same individual is generally required. On the other hand, the relative recovery rate can be estimated because the recovery rate is known to be approximately and inversely proportional to the largest eigenvalue of the sample covariance matrix of the state variables^19^. By using the 147 DNB genes, we estimated the relative recovery rate for each week, and observed that the estimated relative recovery rate was smallest at 5 weeks of age (Supplementary Fig. S9). This suggests critical slowing down at 5 weeks of age in TSOD mice.

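The relative recovery rate is taken as the inverse of the largest eigenvalue of the covariance of the DNB genes over the mice of a group, scaled so that the highest age is 1. It was 1 at 3 weeks, 0.585 at 4 weeks, 0.0335 at 5 weeks, 0.335 at 6 weeks and 0.265 at 7 weeks in TSOD mice. At 5 weeks it was 1 without replicate 2, the mouse with high Cst9 and Ddx4, and 0.0263 to 0.0274 without any other mouse. At 7 weeks it was 0.508 without replicate 2 and 0.199 to 0.220 without any other mouse.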

Finally, we discuss how our results will contribute to mitigate the prevalence of metabolic syndrome. Diet and exercise therapies are generally the first choice for prevention and treatment of metabolic syndrome, but their adherence is often poor among individuals with obesity. Pharmacotherapy is used when diet and exercise therapies alone are not sufficient, but most medicines are targeting each symptom in metabolic syndrome, such as hyperglycemia, which can lead to polypharmacy. On the other hand, we demonstrated the existence of a notable pre-disease state before metabolic syndrome defined by characteristic behavior of the DNB genes (Fig. 3). This suggests the possibility to design novel and effective therapeutic strategies for preventing metabolic syndrome, enabling just-in-time preemptive interventions.

## Materials and Methods

### Spontaneous mouse model of metabolic syndrome

Three-week-old male TSOD (Tsumura, Suzuki, Obese, Diabetes) mice and TSNO (Tsumura, Suzuki, Non-Obesity) mice were purchased from the Institute for Animal Reproduction (Ibaraki, Japan). Mice were housed in groups of two or three per cage, maintained at 24±2 °C on a 12-hour light and 12-hour dark cycle, and given normal chow diet (MF; Oriental Yeast Co., Ltd., Tokyo, Japan) and water ad libitum. Nonfasting blood glucose concentrations in tail vein blood and body weights were measured in 3-, 4-, 5-, 6-, and 7-week-old TSOD and TSNO mice. After measurements, the mice in each group were dissected to collect epididymal white adipose tissue under anesthesia to minimize suffering. Regarding each adipose tissue sample of individual mice, the total RNA was extracted using the RNeasy Total RNA Extraction kit (Qiagen, Valencia, CA, USA). The numbers of samples taken for subsequent analyses are shown in Supplementary Table S1. This animal study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of University of Toyama. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Toyama.

### Microarray assay

In order to investigate the gene expression profiles of each mouse, the Agilent SurePrint G3 Mouse Gene Expression 8 × 60 K Microarray Kit (Agilent Technologies, Santa Clara, CA, USA) was used. Cyanine-3 (Cy3)-labeled cRNA was prepared from 0.1 μg total RNA using the Low Input Quick Amp Labeling Kit (Agilent) according to the manufacturer’s instructions, followed by RNeasy column purification (QIAGEN, Valencia, CA). Dye incorporation and cRNA yield were checked with the NanoDrop ND-2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and Agilent 2100 Bioanalyzer (Agilent). A total of 0.6 μg of Cy3-labeled cRNA was fragmented at 60 °C for 30 minutes in a reaction volume of 25 μl containing 1 × Agilent fragmentation buffer and 2 × Agilent blocking agent following the manufacturer’s instructions. On completion of the fragmentation reaction, 25 μl of 2 × Agilent hybridization buffer was added to the fragmentation mixture and hybridized to SurePrint G3 Mouse Gene Expression 8 × 60 K Microarray (Agilent) at 65 °C for 17 hours in a rotating Agilent hybridization oven. After hybridization, microarrays were washed at room temperature for 1 minute with GE Wash Buffer 1 (Agilent) and at 37 °C for 1 minute with GE Wash buffer 2 (Agilent). Slides were scanned immediately after washing on the Agilent G2505C Microarray Scanner System (Agilent) using the one color scan setting for 8 × 60 k array slides (scan area 61 mm × 21.6 mm, scan resolution 3 μm, the dye channel was set to green, and photomultiplier tube (PMT) gain was set to 100 percent). Scanned images were analyzed with Feature Extraction Software 12.0.3.1 (Agilent) using default parameters to obtain background-subtracted and spatially detrended Processed Signal intensities.

### Microarray data preprocessing

The probe names in the raw dataset were converted to gene symbols according to the latest annotation table available at https://earray.chem.agilent.com/earray/catalogGeneLists.do?action=displaylist. Probe names without any gene symbol annotation were removed. When multiple probe names were assigned to a single gene symbol, the mean value was taken. Gene expression values were then divided by the 2% trimmed mean (the mean value calculated by discarding the lowest 2% and highest 2% values) in each sample in order to normalize the dataset. Normalized values were base-2 log-transformed.

### Dimensionality reduction

Two dimensionality reduction methods were used in the present study: the principal component analysis (PCA) for the all gene expression data and t-distributed stochastic neighbor embedding (t-SNE)^32^ for visualizing results of the DNB analysis. PCA is based on an eigendecomposition of a sample covariance matrix, or equivalently, a singular value decomposition of a mean-centered data matrix^19^. The number of meaningful principal components (PCs) were determined by a variant of parallel analysis. 100 matrices with the same size as the original data were generated by shuffling the original data. PCA was then performed for each randomized matrix to calculate 95 percentiles of the eigenvalues. The number of the original eigenvalues above them was taken as the meaningful PCs. We also used t-SNE in order for nonlinear transformation of high-dimensional data points to a two-dimensional plane. It is important to note that both axes are equally relevant, and the measure for the mapping quality of t-SNE, which is of the form of Kullback-Leibler divergence, is invariant under rotations or reflections of the plane. We used a t-SNE implementation in the scikit-learn package of python, and set the perplexity to 100 and multiplier for early exaggeration to 10. Default values were used for the other parameters. The dissimilarity between genes was calculated as 1 − |*r*_*ij*_| + |*r*′_*ij*_|, where *r*_*ij*_ and *r*′_*ij*_ are the correlation coefficients between the *i*th and *j*th genes of 5-week-old TSOD and TSNO mice, respectively.

### Extraction of differentially expressed genes

Differentially expressed genes (DEGs) are genes with expression values that markedly change between different conditions or groups. In the present study, DEGs were extracted based on fold-changes and hypothesis testing. In fold-change filtering, the arithmetic mean of the log-transformed values (or equivalently, the logarithm of the geometric mean in the original scale) was calculated for each gene in each group. Genes that exhibited more than one inter-group difference, which corresponded to more than a two-fold change in the original scale, were taken as the first group of DEG candidates. On the other hand, two-tailed Welch’s t-tests were performed for each gene using log-transformed values. In order to alleviate the large risk of Type-I errors in multiple hypothesis testing, we adjusted the significance level by the Benjamini-Hochberg (BH) procedure, which controls the supremum of the expected value of the false discovery rate (FDR). The genes for which the null hypothesis was rejected based on the adjusted significance level (E(FDR) ≤ 0.05) were taken as the second group of DEG candidates. We extracted the intersection of the two candidate groups as DEGs.

### Clustering analysis

We used a hierarchical clustering method to find gene clusters that showed similar time evolutions. Since the dynamic range of the gene expression profiles was large, we initially performed z-score normalization for each gene. Dissimilarity between genes was evaluated based on 1 − *r*_*ij*_, where *r*_*ij*_ is the correlation coefficient between the *i*th and *j*th genes. The average linkage method was then used to calculate the dendrogram. Genes were separated into clusters with a cutoff value of 0.5 for inter-cluster dissimilarity.

### Enrichment analysis

Enrichment analyses of GO annotations and the KEGG pathways were performed using the web tool of the DAVID (Database for Annotation, Visualization and Integrated Discovery) database^39^ (https://david.ncifcrf.gov). The purpose of the enrichment analysis is to characterize a set of genes, such as DEGs. The target gene set is compared with many other well-characterized gene sets (for example, genes sharing the same GO annotation or those involved in the same KEGG pathway), and overlaps are calculated. Based on this information, we may reveal what types of genes are largely included in the target gene set.

In order to establish whether an overlap between two gene sets is significantly large, the one-tailed Fisher’s exact test based on a hypergeometric distribution is generally used. Its p-value is defined as follows:

1 $$p=\sum _{k=x}^{min({n}_{1},{n}_{2})}\frac{(\begin{array}{c}N-{n}_{1}\\ {n}_{2}-k\end{array})(\begin{array}{c}{n}_{1}\\ k\end{array})}{(\begin{array}{c}N\\ {n}_{2}\end{array})}=1-\sum _{k=0}^{x-1}\,\frac{(\begin{array}{c}N-{n}_{1}\\ {n}_{2}-k\end{array})(\begin{array}{c}{n}_{1}\\ k\end{array})}{(\begin{array}{c}N\\ {n}_{2}\end{array})},$$

where *N* is the total number of genes of the target organism, *n*_1_ is the size of the gene set under analysis, *n*_2_ is the size of another gene set whose characteristics are known, and *x* is the overlap between the two gene sets. It is important to note that the p-values provided by the DAVID’s web tool are based on a modified version of Fisher’s exact test, in which *x* and *n*_1_ are substituted by *x* − 1 and *n*_1_ − 1, respectively. These modifications make the test more conservative and suppress false positives. Although multiple hypothesis testing was involved, we initially picked up all gene sets with *p* ≤ 0.05 and *x* ≥ 2 for exploratory purposes. Top 10 gene sets were then selected based on the size of overlaps.

### DNB selection

DNB genes are genes with expression values that exhibit unusually large fluctuations in a collective manner at the pre-disease state. Since no standardized method for DNB selection has been established currently, various approaches have been investigated^5,14,16^. In the present study, we used a simplified version of the original method^5^.

We here introduce some notations. Let *X* = {*x*_*ik*_}(*i* = 1, …, *N*, *k* = 1, …, *K*) denote a gene expression dataset restricted to a certain condition (for example, 5-week-old TSOD mice), where *N* is the total number of genes and *K* is the number of samples in the subdata. The gene-wise mean *m*_*i*_(*X*), standard deviation *s*_*i*_(*X*), and correlation coefficient *r*_*ij*_(*X*) are defined as follows:

2 $${m}_{i}(X)=\frac{{\sum }_{k=1}^{K}\,{x}_{ik}}{K},\,(i=1,\ldots ,N),$$

3 $${s}_{i}(X)=\sqrt{\frac{{\sum }_{k=1}^{K}\,{({x}_{ik}-{m}_{i}(X))}^{2}}{K-1}},\,(i=1,\ldots ,N),$$

4 $${r}_{ij}(X)=\frac{{\sum }_{k=1}^{K}\,({x}_{ik}-{m}_{i}(X))({x}_{jk}-{m}_{j}(X))}{(K-1){s}_{i}(X)\,{s}_{j}(X)},\,(i,j=1,\ldots ,N).$$

It is important to note that only some of the correlation coefficients were actually calculated in the following procedure. Let *Y* = {*y*_*ik*_}(*i* = 1, …, *N*, *k* = 1, …, *L*) denote the data of the control group, where *L* is the number of samples in *Y*. The gene-wise mean *m*_*i*_(*Y*), standard deviation *s*_*i*_(*Y*), and correlation coefficient *r*_*ij*_(*Y*) are similarly defined.

Based on the statistics described above, we selected candidate genes of DNB in three steps (Fig. 4). First, genes that showed relatively large increases in fluctuations were selected based on the ratio of the standard deviations:

5 $${v}_{i}^{(1)}=\frac{{s}_{i}(X)}{{s}_{i}(Y)},\,(i=1,\ldots ,N).$$

**Figure 4:**
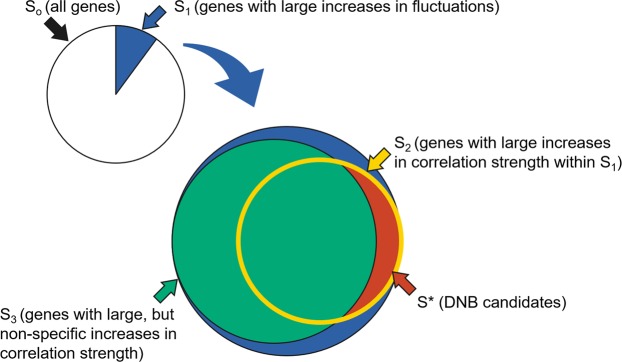
Schematic illustration of DNB selection. *S*_0_: indices of all genes. *S*_1_: indices of genes with large increases in fluctuations, which are selected from *S*_0_. *S*_2_: indices of genes with large increases in correlation strength within *S*_1_, which are selected from *S*_1_. *S*_3_: indices of genes with large, but non-specific increases in correlation strength against a broad range of genes, which are selected from *S*_1_. S^*^: indices of DNB candidates with large increases in correlation strength specifically within *S*_1_, each element of which is in *S*_2_ but not in *S*_3_.

The indices corresponding to the highest $${\theta }_{1}$$ (%) values of $${v}_{i}^{(1)}$$ were selected and denoted as $${S}_{1}$$. The selection of a parameter value for $${\theta }_{1}$$ as well as other parameters is explained later.

Second, a cluster of genes that temporally showed strong correlations was extracted based on the average change of the strength of the correlation coefficients:

6 $${v}_{i}^{(2)}=\sum _{j\in {S}_{1}}\,(|{r}_{ij}(X)|-|{r}_{ij}(Y)|),\,(i\in {S}_{1}).$$

The indices corresponding to the highest *θ*_2_ (%) values of $${v}_{i}^{(2)}$$ were extracted and denoted as *S*_2_. We did not use here a clustering method, such as hierarchical clustering, for three reasons: (1) $${v}_{i}^{(2)}$$ is easy to calculate, (2) only one parameter is involved, and (3) a selection step among multiple clusters is not necessary.

Third, genes that showed non-specific increases in the correlation strength against a broad range of genes were excluded based on the following statistics:

7 $${v}_{i}^{(3)}=\sum _{j\in {S}_{0}\backslash {S}_{1}}\,(|{r}_{ij}(X)|-|{r}_{ij}(Y)|),\,(i\in {S}_{1}),$$

where $${S}_{0}=\{1,\ldots ,N\}$$ is the set of all gene indices. The indices corresponding to the highest $${\theta }_{3}$$ (%) values of $${v}_{i}^{(3)}$$ were extracted and denoted as $${S}_{3}$$. The genes corresponding to $${S}^{\ast }={S}_{2}\backslash {S}_{3}$$, which showed large increases in correlation strength specifically within $${S}_{1}$$, were then selected as candidate genes of DNB.

We investigated various parameter values of *θ*_1_, *θ*_2_, and *θ*_3_, and obtained many DNB candidate sets. In order to evaluate the performance of each candidate set as an indicator of the pre-disease state, we calculated the average standard deviation *I*_s_ and the average correlation strength *I*_r_ as follows:

8 $${I}_{{\rm{s}}}=\frac{1}{|{S}^{\ast }|}\sum _{i\in {S}^{\ast }}\,{s}_{i}(Z),$$

9 $${I}_{{\rm{r}}}=\frac{2}{|{S}^{\ast }|(|{S}^{\ast }|-1)}\sum _{i,j\in {S}^{\ast },\,i < j}\,|{r}_{ij}(Z)|-c,$$

where S^*^ is the indices of a DNB candidate set, |S^*^| denotes the cardinality of S^*^, *Z* = {*z*_*ik*_}(*i* = 1, …, *N*, *k* = 1, …, *M*) is a subdata of a certain condition, and *c* is a correction term that depends on the sample size (*c* = 0.50 for 4 samples and *c* = 0.42 for 5 samples). The correction term represents the expected correlation strength of two independent random variables both following the standard normal distribution. We introduced this term because a systematic increase in correlation strength was observed in subdata with only 4 samples. Based on the two DNB scores *I*_*s*_ and *I*_*r*_, we searched a gene set that showed a sharp peak both in *I*_*s*_ and *I*_*r*_ at a particular time period, and found a gene set consisting of 147 genes. The corresponding parameter values were *θ*_1_ = 10%, *θ*_2_ = 50%, and *θ*_3_ = 80%.

Although the original method^5^ also proposed the third statistic, the average correlation strength between the DNB variables and the others, we did not use it because the third statistic frequently does not behave as expected. Theoretically, the third statistic works only when the dominant eigenvector of the Jacobian matrix of a dynamical system contains exactly zero elements^5^, and even a small deviation from zero may result in wrong behavior. 

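The mean correlation strength between the 125 DNB genes and all other genes stayed low in TSOD mice. The mean correlation strength was 0.0192, 0.0368, 0.0421, 0.00986 and 0.0207 from 3 to 7 weeks of age.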

In fact, the third statistic for the 147 DNB genes was almost constant (Supplementary Fig. S10). A possible reason is that the dominant eigenvector of the Jacobian matrix in this case did not contain exactly zero elements. This may occur if we regard the elements of the eigenvector as continuous random variables following certain continuous distributions because the conditions of real living organisms are perpetually fluctuating. In that case, the probability measure of any one of the elements being exactly zero becomes zero. Therefore, all elements take non-zero values almost surely as long as the assumptions described above hold true.

## Supplementary information

Supplementary Information

## Data Availability

Source codes used in the present study for statistical analyses will be made available in the GitHub repository under MIT license (https://github.com/okumakito/dnb-tsod). The microarray datasets generated and analyzed during the present study are available in the Gene Expression Omnibus (GEO) repository through GEO series accession number GSE112653 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112653).

# Supplementary material for: Identifying pre-disease signals before metabolic syndrome in mice by dynamical network biomarkers
**Source:** Sci Rep. 2019 Jun 24;9:8767. doi: 10.1038/s41598-019-45119-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information—Identifying pre-disease signals before metabolic syndrome in mice by dynamical network biomarkers

Keiichi Koizumi, Makito Oku, Shusaku Hayashi, Akiko Inujima, Naotoshi Shibahara, Luonan Chen, Yoshiko Igarashi, Kazuyuki Tobe, Shigeru Saito, Makoto Kadowaki, Kazuyuki Aihara

Intestinal microbiome analysis

Intestinal microbiome analysis of fecal specimens from TSOD and TSNO mice at 3, 4, and 5 weeks of age was conducted by TechnoSuruga Laboratory (Shizuoka, Japan) with the terminal restriction fragment length polymorphism (T-RFLP) method (Supplementary Fig. S8). DNA was extracted from the frozen fecal specimens according to [1], and its purity and concentration were measured using NanoDrop ND8000 (Thermo Fisher Scientific, USA). Bacterial 16S ribosomal DNA sequences were then amplified using polymerase chain reaction according to [2] and [3] with 6-carboxyfluorescein (6-FAM) labelled primers 516F and 1510R. The resulting amplicons were digested with FastDigest BseLI (BslI) restriction enzyme (Thermo Fisher Scientific, USA) at 37 °C for 10 min. Fragment analysis was then performed using ABI PRISM 3130xl Genetic Analyzer (Applied Biosystems, USA). Detected peaks were assigned to operational taxonomic units (OTUs). Multiple peaks within a certain range were assigned to the same OTU according to [2] and [3]. The OTUs were then annotated with predicted bacterial groups. Bacteria belonging to the class Clostridia were divided into clusters according to [4]. OTUs annotated with zero or more than one predicted bacterial groups were categorized as others.

References

1. Takahashi, S. *et al.* Development of a prokaryotic universal primer for simultaneous analysis of *Bacteria* and *Archaea* using next-generation sequencing. *PLOS ONE* **9**, e105592, DOI: <https://doi.org/10.1371/journal.pone.0105592> (2014).
2. Nagashima, K. *et al.* Application of new primer-enzyme combinations to terminal restriction fragment length polymorphism profiling of bacterial populations in human feces. *Appl. Environ. Microbiol.* **69**, 1251–1262, DOI: <https://doi.org/10.1128/AEM.69.2.1251-1262.2003> (2003).
3. Nagashima, K. *et al.* Phylogenetic analysis of 16S ribosomal RNA gene sequences from human fecal microbiota and improved utility of terminal restriction fragment length polymorphism profiling. *Biosci. Microflora* **25**, 99–107, DOI: <https://doi.org/10.12938/bifidus.25.99> (2006).
4. Collins, M. D. *et al.* The phylogeny of the genus *Clostridium*: Proposal of five new genera and eleven new species combinations. *Int. J. Syst. Bacteriol.* **44**, 812–826, DOI: <https://dx.doi.org/10.1099/00207713-44-4-812> (1994).

Supplementary Table S1. The numbers of analyzed samples. Samples with insufficient quality for microarray assay were excluded.

Group	Week				
	3	4	5	6	7
TSNO	5	5	5	5	5
TSOD	5	5	5	4	5

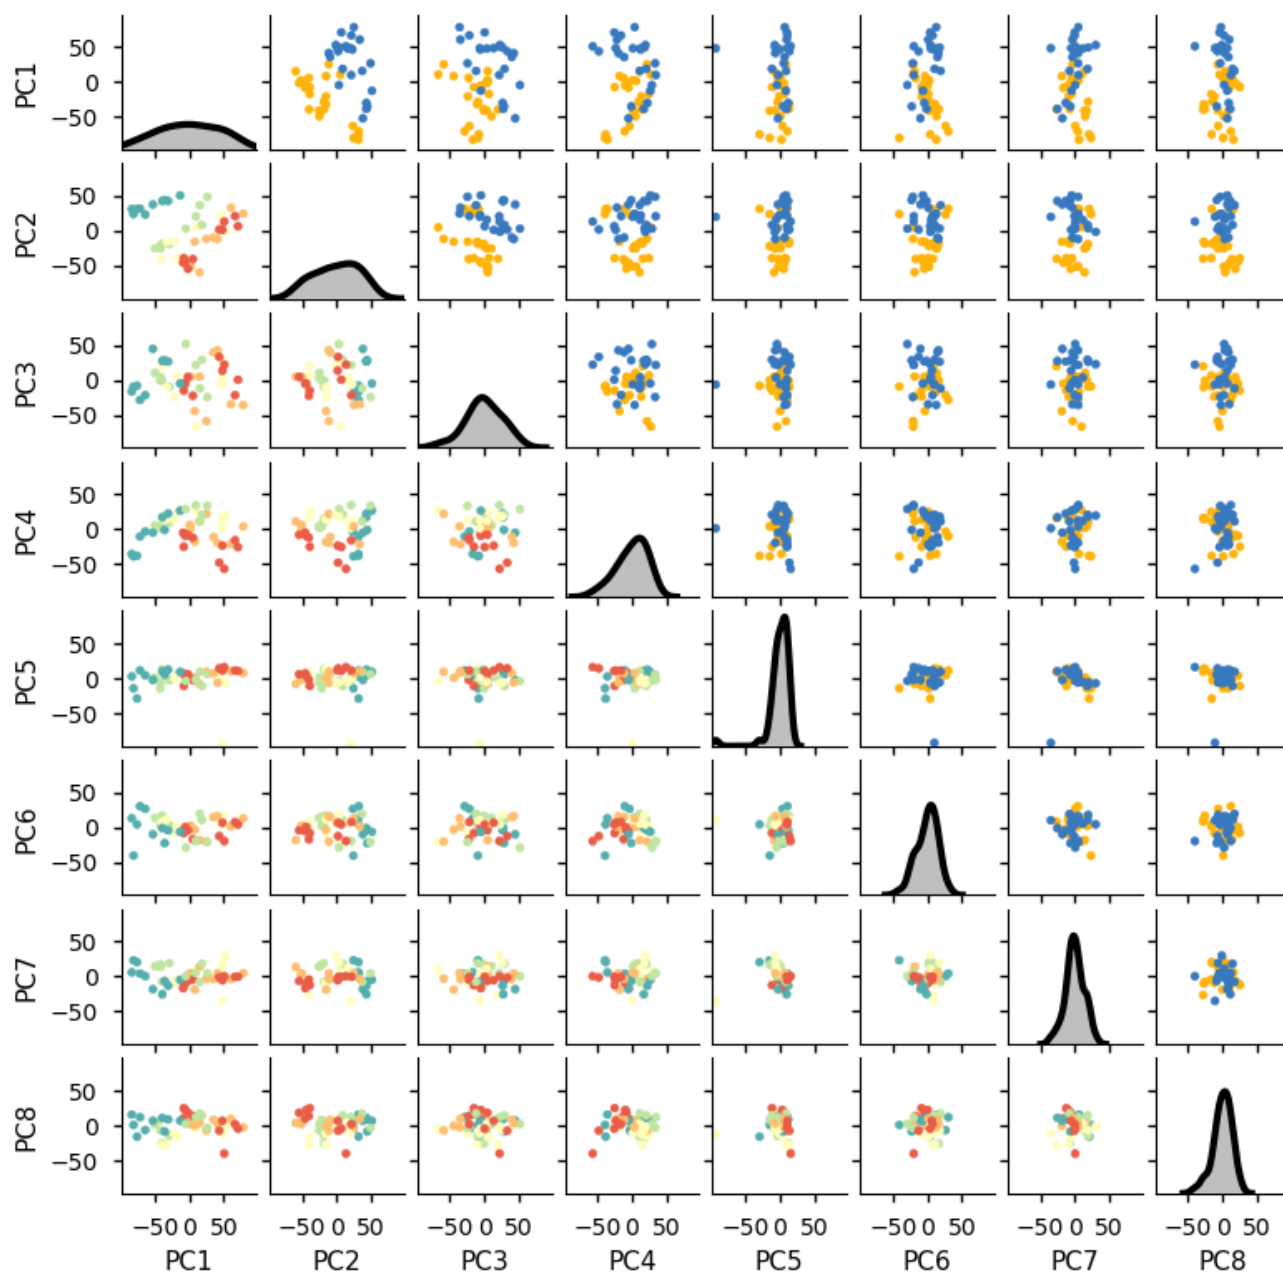

Supplementary Figure S1. PCA plots of all meaningful components. Colors in the upper off-diagonal plots represent strains: TSOD mice (blue) and TSNO mice (yellow). Colors in the lower off-diagonal plots represent age of mice. The color assignment is the same to that in Fig. 1C. Diagonal plots show distributions. The explained variance ratios are 25.6 %, 13.4 %, 9.2 %, 6.5 %, 3.6 %, 3.0 %, 2.5 %, and 2.5 % for PC1 to PC8.

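In the 49 TSOD and TSNO mice the components PC1 to PC8 held 26.8%, 14.0%, 8.59%, 6.93%, 3.78%, 2.90%, 2.55% and 2.42% of the variance.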

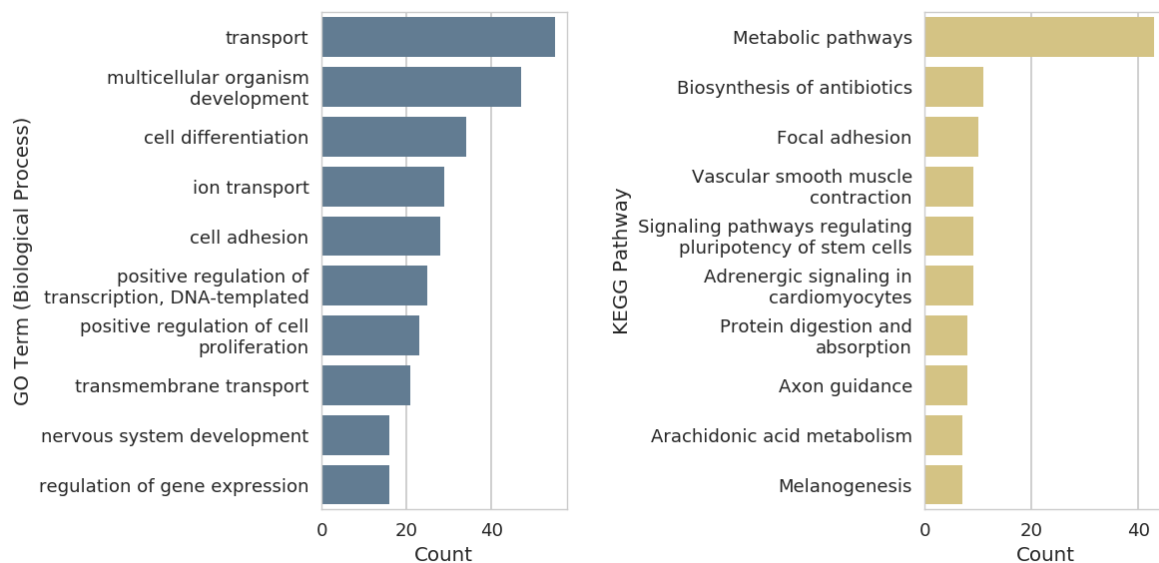

Supplementary Figure S2. GO terms and KEGG pathways enriched in the first cluster.

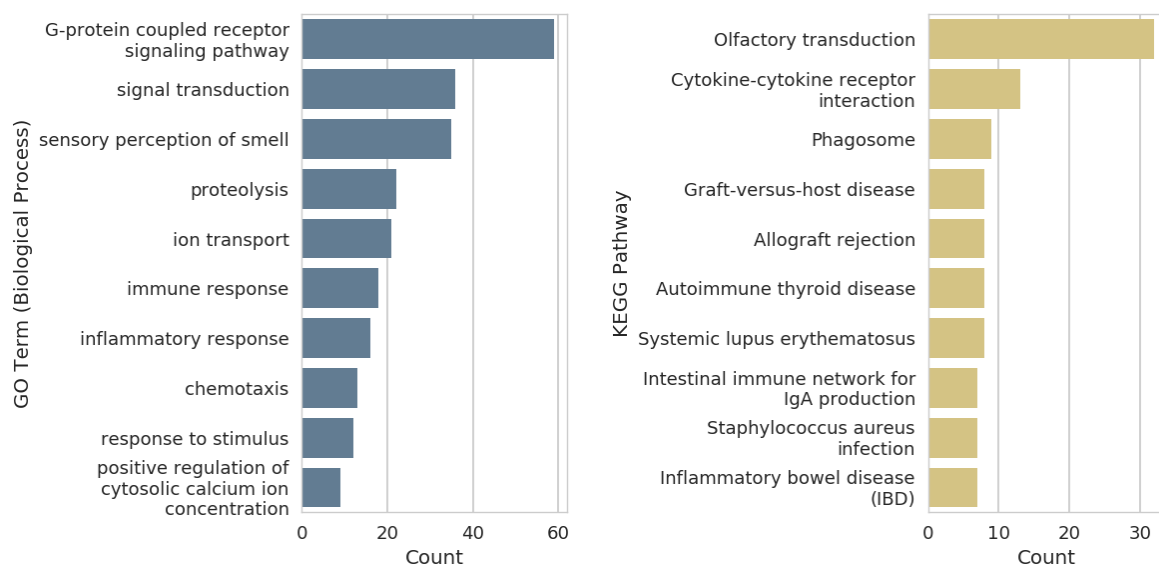

Supplementary Figure S3. GO terms and KEGG pathways enriched in the third cluster.

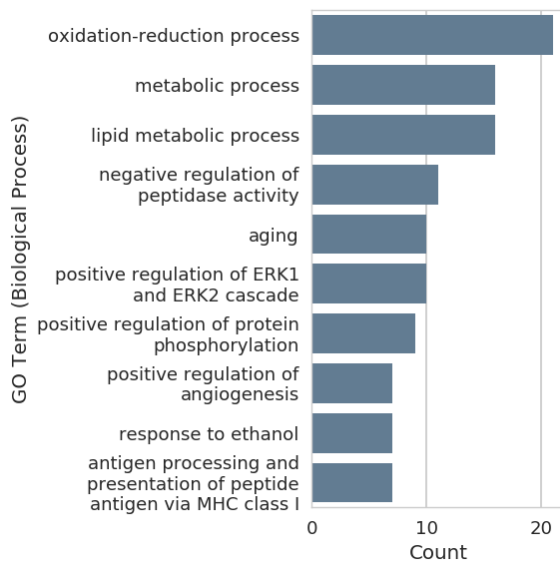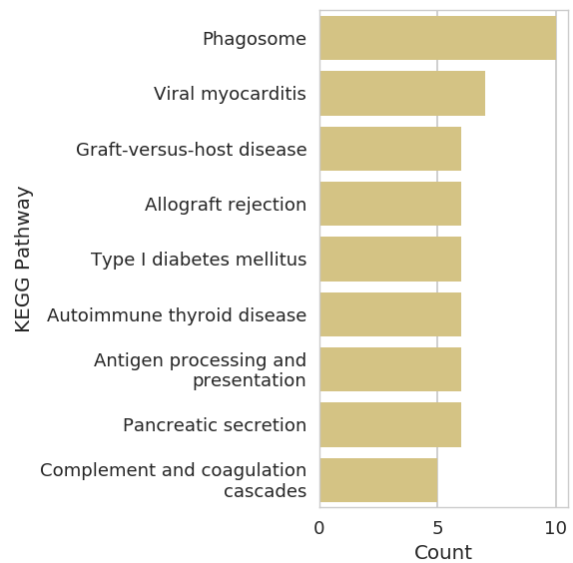

Supplementary Figure S4. GO terms and KEGG pathways enriched in the fourth cluster.

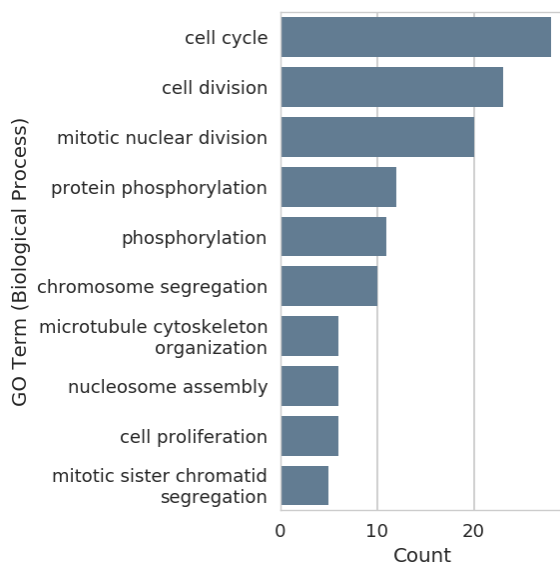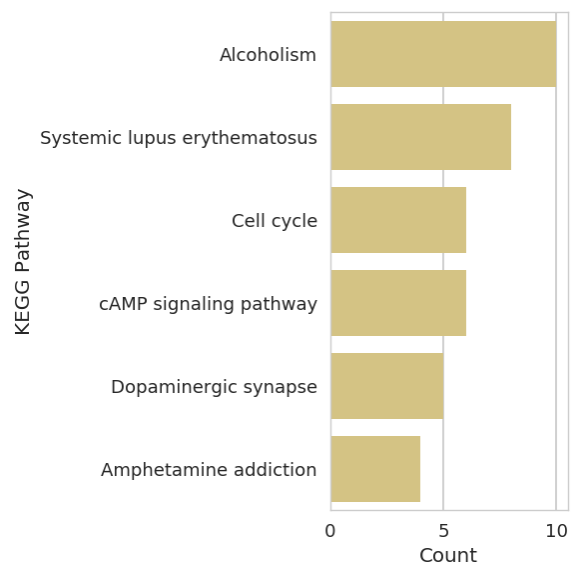

Supplementary Figure S5. GO terms and KEGG pathways enriched in the fifth cluster.

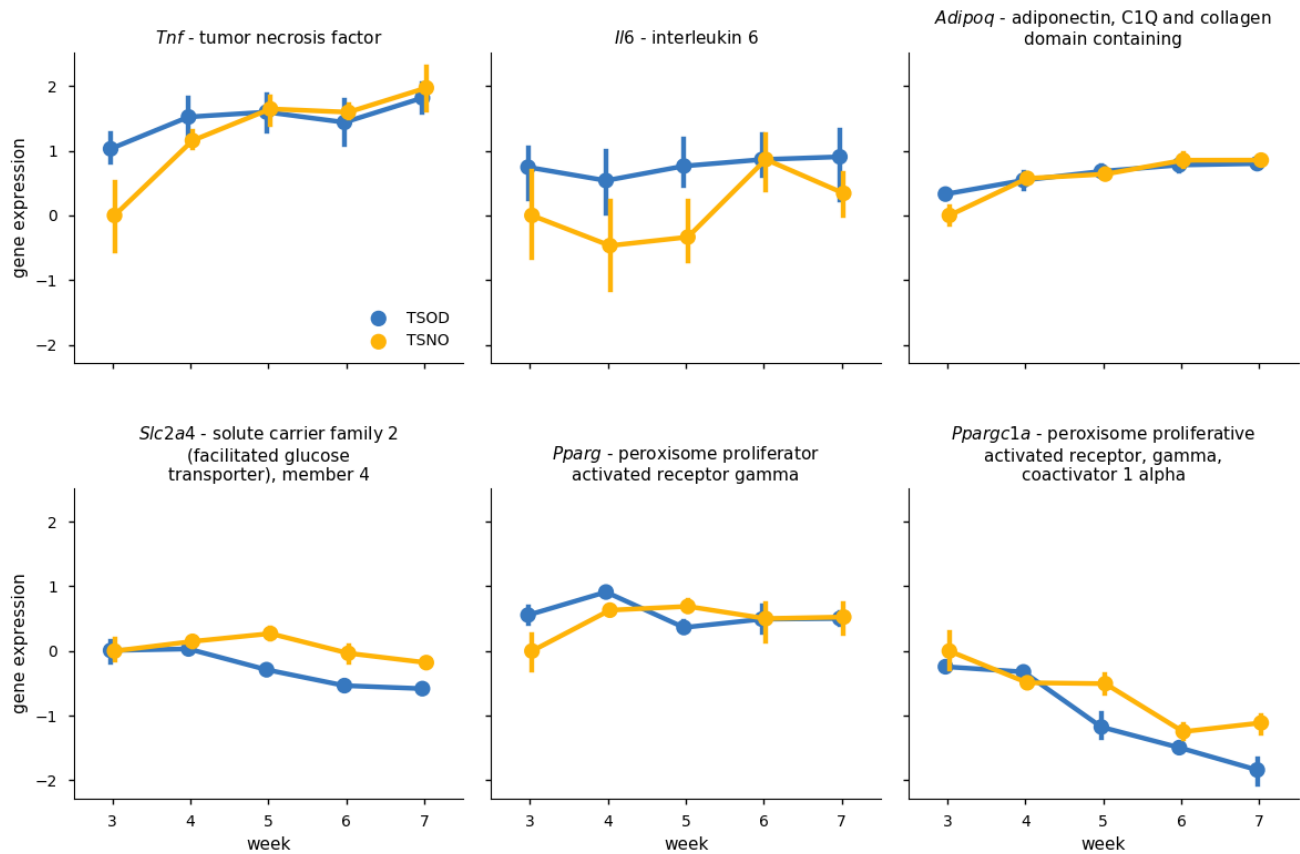

Supplementary Figure S6. Log expression of pro-inflammatory cytokines (*Tnf* and *Il6*) and metabolic genes (*Adipoq*, *Slc2a4*, *Pparg*, and *Pparg1a*). The mean values of 3-week-old TSNO mice were subtracted in each plot. Error bars show 95 % confidence intervals. The values of *Il6* expression were not reliable because they were close to the background noise level.

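Il6 was well above background in 4 of 5 TSOD mice and 1 of 5 TSNO mice at 3 weeks of age, in 4 and 1 at 4 weeks, in 2 and 2 at 5 weeks, in 3 of 4 and 4 of 5 at 6 weeks, and in 4 and 2 of 5 at 7 weeks. Its log2 fold change was 0.74 at 3 weeks (adjusted p = 0.14 from limma), 1.00 at 4 weeks (adjusted p = 0.043), 0.00 at 6 weeks (adjusted p = 1) and 0.57 at 7 weeks (adjusted p = 0.28). Slc2a4, in the same figure, had −0.48 at 6 weeks (adjusted p = 7.8e-05) and −0.38 at 7 weeks (adjusted p = 0.00048), and Ppargc1a −0.24 (0.19) and −0.73 (9.9e-06).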

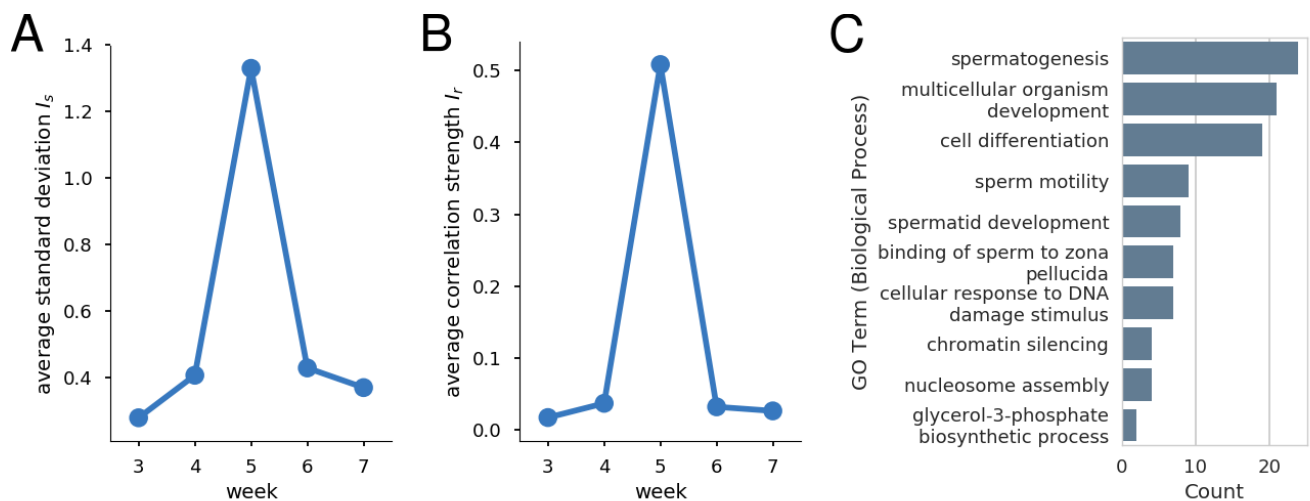

Supplementary Figure S7. Characteristics of 209 DNB genes obtained from the comparison between TSOD mice at 5 weeks of age and TSOD mice at 3 weeks of age ($\theta_1 = 5\%$, $\theta_2 = 35\%$, and $\theta_3 = 30\%$). (A) The average standard deviation I_s . (B) The average correlation strength I_r . (C) Enriched GO annotations.

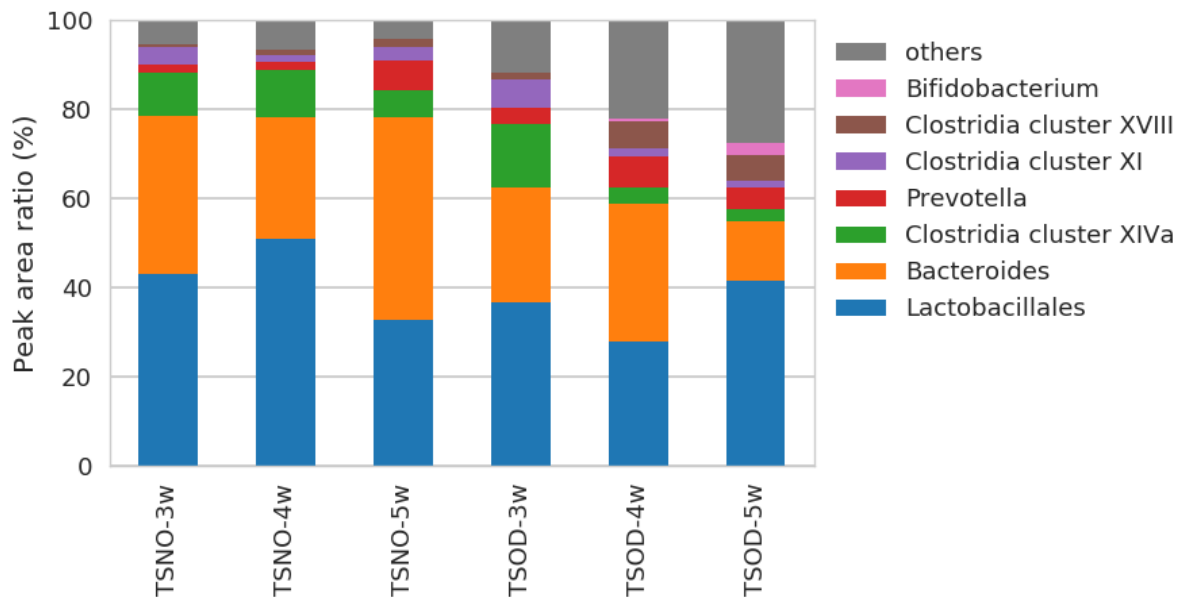

Supplementary Figure S8. Intestinal microbiomes of TSOD and TSNO mice at 3, 4, and 5 weeks of age. The peak area ratios of predicted bacterial groups measured using the T-RFLP method are shown.

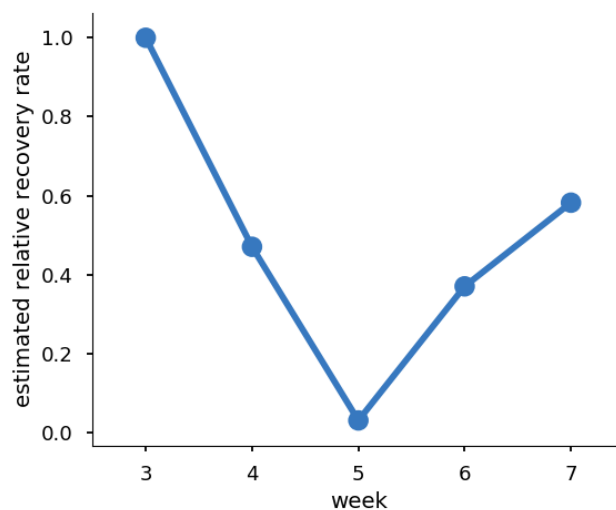

Supplementary Figure S9. The estimated relative recovery rate. Smaller values indicate slower recovery from perturbation. The values are normalized so that the maximum value is 1.

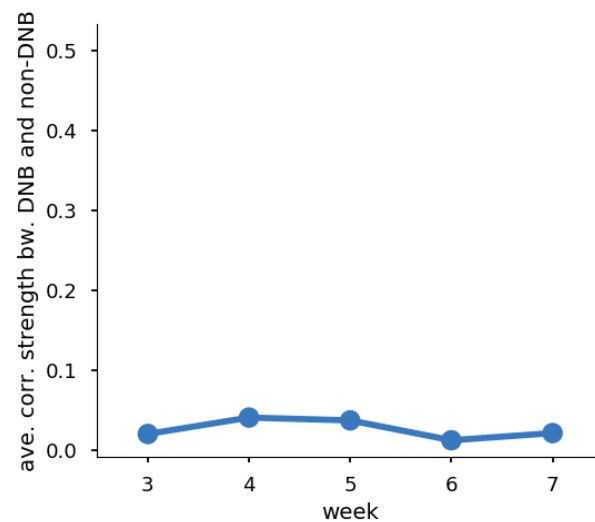

Supplementary Figure S10. The average correlation strength between 147 DNB genes and the others. The range of the vertical axis is the same to that of Fig. 3B. The sample-size correction term was used, as in I_r .

How the deposited data were processed for this re-analysis (not part of the article)

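Epididymal white fat of male TSNO mice (25 arrays), TSOD mice (24 arrays) and TSOD mice treated with bofutsushosan (BTS, 15 arrays) had been measured on 1-colour mouse arrays, 1 array per mouse. The authors scanned the Cy3 signal and made the deposited intensity values with Agilent Feature Extraction, which subtracts background and corrects for position within an array and does not scale arrays to each other. The processing notes name version 12.0.3.1 of this program and the headers of the scans version 10.10.1.1. The 4030464 intensity values in the matrix deposited by the authors equal the processed signal of the 64 scans, with 0 exceptions. Each array held 59305 gene spots of 55681 probes. Between 58.1% and 75.6% of the spots of an array (median 64.7%) were well above background, which sets how dim a gene can be before its log2 value is mostly noise. In BTS-treated mice the share was 58.1% to 75.6% (median 60.2%), with medians of 63.8%, 66.4%, 60.3% and 58.8% from 4 to 7 weeks.

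Probes were matched to gene symbols through their transcript accession and the transcripts of the mouse reference (assembly GRCm38.p6), which gave a symbol to 27235 probes (48.9%) and 20660 genes. Of the rest, 16194 probes are named only by a chromosome position, and 1450 RefSeq probes had no match. No gene position on the array's own build (mm9) was used. Following the paper's methods, spots of a probe and then the probes of a gene were averaged on the linear scale, each array was divided by the mean over genes trimmed by 2% at each end (974 to 2037 intensity units), and log2 was taken. All log2 values here were computed from the intensities that the authors deposited. Spots marked as outliers were left out, which removed 212 gene values, and 20545 genes had a value on all 64 arrays. Values for body weight, blood glucose and fat mass come from the sample labels. Of the 147 symbols of the paper's Table 1, 5 are incomplete in the text and 125 of the other 142 were measured.

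Differential expression was tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 10 group means for the 49 TSOD and TSNO arrays (20588 genes) and 8 group means for the 34 arrays of untreated and BTS-treated TSOD mice from 4 to 7 weeks (20595 genes). The thresholds were those of the paper, an adjusted p (Benjamini-Hochberg) of at most 0.05 and an absolute log2 fold change over 1, and for the strain effect at 4 to 7 weeks minus that at 3 weeks the adjusted p alone. At 7 weeks this contrast is also the change from 3 to 7 weeks in TSOD minus TSNO mice, which is counted with both thresholds. Lists of genes were tested with camera (preset correlation 0.01) and fry of limma, adjusted over 140 pairs of list and age for the strains and 112 for BTS. Phenotypes and principal components were compared by exact permutation or by 100000 resamples. For the 28 lists, members were fixed beforehand from general knowledge, and they stand in for GO and KEGG terms, which were not analysed here. Differentially expressed genes were clustered as in the paper (average linkage on 1 − r, distance 0.5), but on means over the mice of a group, where the paper names no averaging. Principal components, the DNB selection (θ of 10%, 50% and 80%, and 5%, 35% and 30% against TSOD mice of 3 weeks), I_s, I_r and the relative recovery rate followed the formulas of the paper (its correlation term is given for 4 and 5 mice, and 0.64 for 3 mice was computed here from its definition), in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Genes without spread among the control mice were left out of the selection under quantile normalization.

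The genes named are those the paper names in its text or in Supplementary Fig. S6. To these were added, for each comparison of strains or of BTS and each age, up to 10 genes with the largest and up to 10 with the smallest log2 fold change among the differentially expressed genes with a probe well above background on every array of at least 1 of both groups and no overlap between the mice. Of each list up to 4 members with the smallest adjusted p were named among those that passed, and members needed to show the level of a list. Of the DNB genes, the 10 with the largest SD in TSOD mice at 5 weeks were named and each that is also in a list. Names of clones are counted and not printed, and some single genes that meet the rule are not reported here. The paper's own named genes and its Table 1 had been read before the rule was written.

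Replicate numbers mark separate mice. For pairing, the correlation of the deviations from the group means was checked between mice of the same number, and it was over 0.1 for every pair only between BTS-treated and untreated TSOD mice at 5 weeks (4 pairs, 0.133 to 0.275, mean 0.208, with 3 of the 4 correlating best with their own number). This pairing comes from the data and not from the labels or the paper. Splits of the mice into groups of the same sizes were counted, at most 100 per result.

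The alternatives tried were scaling to the 75th percentile, quantile normalization, normexp background correction (offset 50, on the median signal of spots and of their local background, since the scans hold no mean signal), leaving out genes with only dim probes, the median of the log2 values of probes, the values of the matrix, the t-test of the methods, a fit of only the compared groups, a trend in the spread, and blocks for replicate number and for slide. To these come leaving out each mouse in turn, and for the components, clusters and phenotypes other shufflings, scalings, distances and averages. limma was tested on simulated data with 200 changed genes for TSOD against TSNO mice at 5 weeks, where it found 86.5% at a log2 change of 1.5 and 95% at 2.5, and for BTS at 5 weeks, where it found 78.5% and 95%. On simulated data with 150 planted genes among 20641, the first step of the DNB selection found 130 to 141 of them in 5 repeats and the finished selection 0 to 70. A separate implementation was compared only on smaller random data without planted genes and with other values of θ. It gave the same set there in 5 of 5.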

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

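The splits for differences between ages made once additive strain and age effects are removed were chosen after the result was seen. The splits that part the pairs of BTS-treated and untreated mice rest on a pairing found in the data. Those splits were therefore not set before the data were examined. The other tests given here were chosen before.

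The high I_s and I_r of the DNB genes in TSOD mice at 5 weeks of age rest on replicate 2. Without it I_s was 0.289 in place of 1.25 and I_r 0.0382 in place of 0.497, and its mean over the DNB genes lay apart from the others by 0.933 of the range of the group. Testis tissue or germ cells in its fat sample are a candidate explanation, since 31 spermatid genes that are not DNB genes lay 3.17 (log2) above the median of the other 4 mice, 30 of them highest in this mouse (Prm1 2.83 against a mean of −1.36, Tnp1 0.82 against −4.86). Gaps were smaller for Leydig cells (1.69, 6 of 8 genes highest, with Star at −6.14 against −6.08), Sertoli cells (1.14, 5 of 10), epididymal epithelium (0.965, 6 of 27) and mesothelium (0.848, 7 of 9). The gaps of spermatid, Leydig cell and Sertoli cell genes reached the size set beforehand for this explanation, and that of the epididymis did not. Signal near background does not account for the high values of this mouse, since 89.6% of the DNB genes were well above background in it. The size of I_s also rests on dimmer values, since 52 to 62 of the 125 genes were so in the other 4 mice. With normexp I_s at 5 weeks was 0.481, against 0.146 to 0.165 at the other ages. Selection on the same mice fits a peak as such: of the sets selected in the same way in 9 other groups, 8 (all but that of TSNO mice at 4 weeks) had the highest I_s and I_r in the group they came from, with I_s from 0.224 to 0.901, below the 1.25 here. A state of TSOD mice at 5 weeks of age before disease, which the paper proposes from the rise, stays open and was not tested.

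For the strain difference, chance can be excluded at each age from 3 to 7 weeks (897, 895, 1326, 729 and 1280 genes, against 378, 345, 578, 574 and 483 in the highest other split, with 1 of 100 splits as large; 295, 298, 459, 254 and 404 genes with normexp), and for the change from 3 to 7 weeks in TSOD mice (2497 genes, more than in any other split, 1 of 100) and TSNO mice (2469 against 1267, 1 of 100), which held 1322 and 2599 genes with slide as a block and 1125 and 1056 with normexp. Slide and strain cannot be told apart, since each slide holds 1 strain. With slide as a random block 92.2% of the number of genes at 5 weeks was left, which does not decide, because all mice of a strain at 5 weeks lie on 1 slide. Of the 233 genes that differ in the same direction at every age, 49 have several probes, and in 40.8% of these the probes' strain effects at 5 weeks differ by over 1 (log2), against 8.27% of all 5476 genes with several probes, which is consistent with sequence variants under some probes and with different transcripts, and these cannot be told apart from the array values. Genetic differences in expression between the strains stay open and were not tested.

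Strain effects were compared between ages. Tested as a difference with limma, the strain effect at 4, 5, 6 and 7 weeks minus that at 3 weeks held 1155, 5287, 5138 and 5490 genes by the adjusted p alone (741, 165, 187 and 255 with slide as a block), and the difference at 7 weeks, which is also the change from 3 to 7 weeks in TSOD minus TSNO mice, 1035 genes by both thresholds (186 with slide as a block). In splits of the mice as they are, without slide in the fit, 6, 3, 6 and 4 of 100 were as large. The highest other splits held 4196, 6995, 7914 and 8187 genes. By both thresholds at 7 weeks 2 of 100 were as large (2659). The share by the adjusted p alone was under 0.05 for the differences at 5 and 7 weeks, and not for those at 4 and 6 weeks. With 100 splits, 3 or 4 cannot be told from 6, so these splits do not exclude chance for any of these differences. All but 1 of the other splits that were as large exchange at least 3 mice of 1 strain between ages, and those at 4 weeks with several times the real count (up to 4196) point to a structure of the samples. Once additive strain and age effects are removed, 1 of 100 splits was as large for each, the real one. The highest other held 123, 396, 768 and 1445 genes, and 7 by both thresholds at 7 weeks. By the adjusted p alone chance can thus be excluded only by this test, chosen after the result was seen, and not by the splits planned before.

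BTS-treated mice, which the paper does not report on, differed from untreated TSOD mice in 271, 321, 522 and 458 genes from 4 to 7 weeks, in 55, 63, 67 and 44 with normexp, in 22 and 133 at 4 and 5 weeks with only the compared groups in the fit, in 24, 35 and 241 at 4, 5 and 6 weeks by the methods' t-test, and in 174 at 4 weeks without TSOD replicate 1. In the fit of all groups chance can be excluded at 6 weeks (1 of 35 splits as large, 2 in the highest other) and 7 weeks (1 of 100, 158). At 5 weeks 1 of 100 splits was as large (190 in the highest other), which excludes chance only if the mice are not paired. At 4 weeks 2 of 56 splits were as large, a share under 0.05, but another split held more genes (386) than the real one. The split with 386 genes follows the slides: it sets the 3 TSOD mice of 1 slide against the 2 TSOD mice of another and the 3 treated mice. Slide and day of scanning may account for part of these counts, since treated mice were on slides of their own, scanned on other days than the untreated, and with slide as a random block 59.4%, 43.9%, 64.4% and 47.4% of the number of genes was left, so treatment and slide cannot be told apart. With the pairs of 5 weeks parted, 1 of 16 splits was as large (321 genes, 24 in the highest other), too few for a share under 0.05. An effect of the treatment stays open and was not tested apart from the slides.

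Mice far from the others of their group were found by the gap to the nearest mouse as a share of the range of the group, in 5 of 80 groups on components (6.25%), 25 of 377 on lists (6.63%) and 3 of 39 on phenotypes (7.69%), and chance gives about 1 in 20. On components they were TSNO replicate 3 at 7 weeks (PC4, 0.732), TSOD replicate 2 at 5 weeks (PC5, 0.926), TSOD replicate 3 at 5 weeks (PC6, 0.777), and TSNO replicate 1 (0.719) and TSOD replicate 2 (0.761) at 7 weeks on PC8. TSOD replicate 2 at 5 weeks was also highest for spermatocyte (0.906), spermatid (0.962) and Sertoli cell genes (0.879). Highest for lipogenesis were TSOD replicate 3 at 6 weeks (0.902) and BTS replicate 1 at 7 weeks (0.893), for insulin and glucose handling TSOD replicate 4 at 4 weeks (0.719), for matrix BTS replicate 3 at 6 weeks (0.921), for endothelium TSOD replicate 4 at 3 weeks (0.949) and for erythrocytes TSNO replicate 3 at 6 weeks (0.729). For skeletal muscle they were TSNO replicate 1 at 4 weeks (0.876), TSNO replicate 2 at 5 weeks (0.923) and TSOD replicate 1 at 4 weeks (0.852). For genes of the male tract they were TSNO replicate 5 at 3 weeks (spermatocyte, 0.778), TSNO replicate 5 at 6 weeks (Sertoli cell, 0.866), TSOD replicate 2 at 3 weeks (epididymis, 0.961), BTS replicate 3 at 7 weeks (epididymis, 0.884), and TSNO replicate 1 (0.962) and TSOD replicate 3 (0.875) at 3 weeks for seminal vesicle and prostate. Lowest were TSOD replicate 2 at 7 weeks for adipose expansion (0.733), TSNO replicate 4 at 7 weeks for the circadian clock (0.820), BTS replicate 4 at 5 weeks for erythrocytes (0.832), and BTS replicate 3 at 5 weeks for progenitors (0.853), endothelium (0.871) and Leydig cells (0.832). In the phenotypes they were BTS replicate 1 at 6 weeks with the lowest body weight (0.909), TSNO replicate 1 at 3 weeks with the highest glucose (0.727) and TSOD replicate 5 at 3 weeks with the highest fat mass (1).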

How the results depend on the processing

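No test given here was chosen after its result was seen. Of the values of counts, components, clusters, DNB measures and phenotypes under the alternatives, 734 stayed within 1.5 times or 1 SD of the value reported and 63 did not. For genes, the values counted are those of the largest changes between the strains at 5 weeks and of Supplementary Fig. S6. Of these, 600 kept their direction and side of the threshold, 3 lost and 4 gained a call and 5 turned. Genes named for other ages, for lists or for BTS are not in this count. Of the values of lists, 731 kept their call, 117 lost it and 1 turned. Of 46 list results, an estimated correlation kept 2, quantile normalization 31, normexp 34, the filter on dim probes 36, fry 43 and scaling to the 75th percentile 43.

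With normexp, 295, 298, 459, 254 and 404 genes differed between TSOD and TSNO mice from 3 to 7 weeks (897, 895, 1326, 729 and 1280 reported), with a union of 848 (2737). The change from 3 to 7 weeks held 1125 genes in TSOD mice (2497), 1056 in TSNO mice (2469) and 317 as a difference by both thresholds (1035), the strain effect at 4 weeks minus that at 3 weeks 3279 (1155), and BTS 55, 63, 67 and 44 (271, 321, 522 and 458). With slide as a block the change in TSOD mice held 1322 genes, the difference 186, and the strain effects at 4 to 7 weeks minus that at 3 weeks 741, 165, 187 and 255 (1155, 5287, 5138 and 5490). With slide as a random block the value at 5 weeks was 3249, and BTS held 161, 141, 336 and 217. With only the compared groups in the fit, 604 genes were left for the strain effect at 4 minus 3 weeks and 22 and 133 for BTS at 4 and 5 weeks, and the methods' t-test called 24, 35 and 241 for BTS at 4, 5 and 6 weeks. Without dim probes BTS held 168 genes at 5 weeks, and under quantile normalization 300 and 292 at 6 and 7 weeks. The share of higher genes then moved to 115 of 207, 87 of 283, 101 of 300 and 125 of 292 for BTS from 4 to 7 weeks (237 of 271, 202 of 321, 33 of 522 and 42 of 458 reported), 901 of 2292 for the change in TSNO mice (627 of 2469) and 459 of 861 for the difference. The cause was not tested.

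With all values shuffled together 0 components were meaningful (8 reported), but this mixes the levels of different genes and cannot judge the components. Cluster 2 held 357 genes from individual arrays and 936 at a distance of 0.6, where clusters 3 and 4 held 154 and 143, and cluster 4 held 189 at 0.4. I_s of the DNB genes in 5-week-old TSOD mice was 0.481 with normexp, and the share of DNB genes with SD over 1 at 5 weeks 4.8%, or 37.7% without dim probes (64.8% reported). The size of the DNB selection was 41 under quantile normalization and 46 without dim probes (124), and the overlap of the DNB selection with Table 1 was 9, or 29 with normexp and 20 without dim probes (100). The overlap of the DNB selection against TSOD mice of 3 weeks with Table 1 was 9 with normexp (25). Tnf, TSOD against TSNO, 5 weeks, was 0.0288 with normexp (−0.09), and Il6, TSOD 5 weeks against TSOD 3 weeks, −0.0931 under quantile normalization (0.02). For the mitochondrial respiratory chain list, BTS-treated against untreated TSOD, 6 weeks, the direction turned with normexp (adjusted p of 0.605, from limma's camera). The cause was not tested.

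With each mouse left out, BTS at 4 weeks held 174 (TSOD replicate 1) to 364 genes. I_s of the DNB genes in 5-week-old TSOD mice was 0.289 to 1.40, I_r of the DNB genes in 5-week-old TSOD mice 0.0382 to 0.458, the share of DNB genes with SD over 1 at 5 weeks 0.8% to 72% and the relative recovery rate at 5 weeks 0.0263 to 1, where 0.289, 0.0382, 0.8% and 1 are without TSOD replicate 2. The size of the DNB selection was 44 to 139 and the overlap of the DNB selection with Table 1 2 to 80, and the size of the DNB selection against TSOD mice of 3 weeks 98 to 213 and the overlap of the DNB selection against TSOD mice of 3 weeks with Table 1 1 to 29, each lowest without that mouse. Overlaps with Table 1 of the first selection were also over 1.5 times lower without TSOD replicate 4 (61) or TSNO replicates 1 (59), 2 (44), 3 (64) and 4 (11) at 5 weeks. Tnf, TSOD against TSNO, 5 weeks, was −0.207 to 0.00637 (without TSOD replicate 2), and Il6, TSOD 5 weeks against TSOD 3 weeks, −0.215 (without TSOD replicate 5 at 3 weeks) to 0.125, and −0.186 without TSOD replicate 1 at 5 weeks.

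With replicate number as a block, 898, 897, 1320, 746 and 1277 genes differed between the strains and 327, 259, 527 and 426 with BTS, and the block changed no call of a list (46 of 46 kept). Where numbers pair no mice, at the other comparisons, the correlation of mice of the same number ranged from −0.480 to 0.406, and not every mouse correlated best with its own number. Signal over background limits Il6 and genes of a similar level, for which normexp gave smaller differences.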

Differences from the paper's values

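No test given here was chosen after its result was seen. In TSOD mice at 7 weeks of age the relative recovery rate is about 0.58 in the paper's Fig. S9, read by eye, and 0.265 here, with 125 of the 147 DNB genes. With each mouse of 7 weeks left out in turn, which was set before the data were examined, it was 0.199 to 0.220, and 0.508 without TSOD replicate 2. The rate at 5 weeks is about 0.03 in the paper's Fig. S9, read by eye, and did not differ by over 1.5 times in the value reported here (0.0335) or more than the spread under the other alternatives, except without TSOD replicate 2, where it was 1.

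The paper gives a Fisher p of 9.7E-33 for the genes shared by both selections at 5 weeks, and here it was 1.1e-25, with 24 genes shared by selections of 124 and 181. No alternative had been set before the data were examined for this p.

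The paper states that it found no outlier. On the 8 components, 5 of 80 groups held a mouse further from the others than Dixon's critical value, among them TSOD replicate 2 at 5 weeks on PC5 (0.926), where chance gives about 1 in 20. The paper states that its second cluster held many genes of inflammation and immunity. Here 13 of 25 inflammatory genes lay in the largest cluster and none in the second largest, and the clusters here need not hold the genes of those of the same rank in the paper. The paper states that Tnf and Il6 were not largely increased at 5 weeks, and its legend calls the Il6 values unreliable. Here Il6 had a log2 fold change of 1.11 between TSOD and TSNO mice at 5 weeks (adjusted p = 0.020 from limma), 0.25 with normexp background correction and 0.02 against TSOD mice of 3 weeks, and Tnf −0.09 (adjusted p = 0.78).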

Other observations

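Leaving out each mouse for single genes was a test chosen after the values were seen, and the other tests given here were not. At 4 weeks of age, Siglecf, Ccr3 and Cebpe were lower in fat of BTS-treated TSOD mice than in that of untreated TSOD mice. The eosinophil lectin Siglecf was −5.40 ± 0.27 (SD, n = 3) against −2.66 ± 0.38 (SD, n = 5), a log2 fold change of −2.74 (adjusted p = 0.018 from limma), the eosinophil chemokine receptor Ccr3 had −2.11 (0.049) and the granulocyte factor Cebpe −2.37 (0.018). These calls rest on few mice: the adjusted p was 0.057 and 0.067 for Siglecf without BTS replicates 2 and 3, 0.053 to 0.061 for Cebpe without BTS replicates 1, 2 or 3, and 0.055 to 0.124 for Ccr3 without BTS replicates 1, 2 or 3 or TSOD replicates 1, 2, 3 or 4, with a log2 fold change of −2.61 for Siglecf without BTS replicate 3. The fasting hormone Fgf21 was at least 2.63-fold lower (7.2e-05). At 5 weeks the lists of inflammation and cell cycle were lower at the preset correlation and not with an estimated correlation. Of 25 inflammatory genes, 12 were lower and 1 higher (13 and 1 adjusted over the list alone; adjusted p = 0.00016 from limma's camera, and 0.41 with an estimated correlation), such as Cxcl10 at −1.19 and Ccl3 at −1.54. Of 20 cell cycle genes, 16 were lower and none higher (18 over the list alone; 4.5e-17, and 0.39 estimated), such as Plk1 at −1.34 and Cdc20 at −1.08. Of 14 macrophage genes, 4 were lower (6 over the list alone; 0.015, and 1 estimated, lost with fry, under quantile normalization and without dim probes), with Itgax at −1.02.

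With an estimated correlation no list passed for BTS (adjusted p = 0.39 to 1, each marked as estimated). Of 17 lipogenesis genes, 11 were higher at 6 weeks and none lower (12 over the list alone; adjusted p = 2.1e-07 from limma's camera, and 0.51 with an estimated correlation), among them fatty acid synthase Fasn at 3.43 ± 0.46 (SD, n = 4) against 2.14 ± 0.13 (SD, n = 4), Acly (1.26) and Elovl6 (adjusted p = 0.0035 from limma). The sterol regulator Insig1, which is not in this list, had 1.32 at 6 weeks (adjusted p = 0.0011 from limma). At 5 weeks 4 of the 17 lipogenesis genes were higher and 1 lower (6 and 1 over the list alone; 0.0058, 1 estimated, and 0.083 without BTS replicate 3, lost under normexp). Of 16 adipocyte identity genes, 7 were higher at 5 weeks and 1 lower (0.026, 0.85 estimated, and 0.083 without BTS replicate 3) and 7 higher and none lower at 6 weeks (8 over the list alone; 0.0042, and 0.51 estimated), with both calls lost under quantile normalization and normexp. Lymphocyte genes were lower at 6 weeks (7 of 17, 8 over the list alone; 0.026, 1 estimated, and 0.13 without TSOD replicate 3, also lost without BTS replicate 1, under normexp and without dim probes) and at 7 weeks (7 of 17; 0.009, and 1 estimated), with Cd4 at −1.81 and −1.16, and both calls were lost under quantile normalization. At 7 weeks the clock genes moved: 10 of 17 were lower and 2 higher (11 and 4 over the list alone; 0.0016, and 0.39 estimated), with Dbp at −1.70, Ciart at −3.17 (measured in 1 of 4 BTS mice) and Arntl at 1.75 (−1.18 ± 0.20 against −2.93 ± 0.20; SD, n = 4 and 5). Insulin and glucose genes were higher at 6 weeks (5 of 13, and 6 and 1 lower over the list alone; 0.035, 0.39 estimated, and 0.066 without BTS replicate 1, also lost without TSOD replicate 1 and without dim probes) and 7 weeks (3, and 4 over the list alone; 0.026, and 0.39 estimated), lost under quantile normalization and normexp. At 7 weeks 5 of 20 cell cycle genes were lower (6 over the list alone; 0.0013, and 1 estimated). Respiratory chain genes at 6 weeks (5 of 21 higher and 1 lower, 0.049, and 1 estimated) lost the call without BTS replicate 1 (0.19) or 3 or TSOD replicates 1 or 4, and with fry. Where no other count is given the counts adjusted over the list alone were the same.

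Other genes with the largest changes were, at 4 weeks, Acyp2 (2.80, measured in 3 of 5 TSOD mice), Btg4 (2.73, 1 of 5), Ncan (2.63), Defb9 (2.42, 1 of 5), Psg28 (2.21, 3 of 5), Cox17 (2.02, 2 of 5), H2-T3 (1.95, 4 of 5) and Olfr1500 (1.94), and lower Gapt (−2.31), Syt10 (−2.23), Retnlg (−1.82), Adora3 (−1.78) and Lpcat2 (−1.53, 2 of 3 BTS mice). Without single mice the calls of Defb9 (adjusted p up to 0.124, without BTS replicate 3, and lost without BTS replicates 1 and 2 and TSOD replicates 1 and 2), Gapt (up to 0.100, BTS replicates 1, 2 and 3, TSOD replicates 3 and 4), Retnlg (up to 0.0943, BTS replicates 1, 2 and 3, TSOD replicates 1, 3 and 4), Adora3 (up to 0.140, BTS replicates 1, 2 and 3, TSOD replicates 1, 2, 3 and 4) and Lpcat2 (0.158, BTS replicate 2) were lost. At 5 weeks they were the liver gene Alb (−1.49 ± 4.10 against −5.41 ± 0.57; SD, n = 4 and 5), Hpd (2.58, 1 of 5 TSOD mice), Kng1 (2.39), Kcng1 (2.28, 3 of 5), Btg4 (at least 2.7-fold), Kng2 (2.14), Orm3 (1.90), Sult2a6 (1.86, 1 of 5), Fbxw13 (1.86, 4 of 5) and Pkp1 (1.53), and lower Sycp1 (at least 2.04-fold), Syt10 (−2.21), Fpr2 (−2.15), Pla2g4d (at least 1.45-fold), Pla2g4e (adjusted p = 0.00045, 1 of 4 BTS mice), Fam83d (−1.94), Clec4e (−1.69, 2 of 4 BTS mice), Rgs1 (−1.58) and Ccr1 (at least 1.41-fold). Without BTS replicate 2 the values of the liver genes were 1.88 for Alb in place of 3.93 (4.55, 4.61 and 4.67 without BTS replicates 1, 3 and 4), 1.44 for Hpd, 1.21 for Kng1 and 1.09 for Kng2. At 6 weeks they were Abcc6 (1.73), Stc1 (1.64, 2 of 4 TSOD mice), Fgf13 (1.62), Arl14epl (1.62), Prune2 (1.60) and Myadml2 (1.47), and lower Syt10 (−3.08), Wfdc6b (at least 2.48-fold), Erv3 (1.49-fold), Sprr4 (1.34-fold), Olfr700 (3.45-fold), Wdr19 (1.24-fold), Aurkb (1.33-fold) and Pla2g4d (1.22-fold), and the call of Arl14epl was lost without BTS replicates 2, 3 or 4 or TSOD replicates 1, 2 or 4 (adjusted p up to 0.130). At 7 weeks they were Stmn4 (1.80), Has1 (1.59), Cyp26b1 (1.39), Fgf18 (1.37), Tnfrsf11b (1.33), Spon2 (1.28), Sema3d (1.20), Clec3b (1.19) and Cidea (1.14), and lower Fxyd4 (at least 5.32-fold), Ly6f (15.5-fold), Crygc (−3.49), Anxa13 (5.03-fold), Lyar (2.83-fold), Dcpp1 (2.22-fold) and Wfdc6a (1.71-fold). The SD in untreated mice (n = 5) was 3.47 for Fxyd4, 1.61 for Ly6f, 3.51 for Crygc, 2.38 for Anxa13 and 1.65 for Dcpp1. Crygc was −2.70, −4.23, −2.38 and −4.11 without TSOD replicates 2, 3, 4 and 5, and the fold change of Fxyd4 moved by over 1.5 times with any 1 of the 5 TSOD mice left out (adjusted p up to 0.0167, without replicate 2), as did that of Anxa13 without TSOD replicate 2 (adjusted p = 0.0388). Cidea was 0.87 without BTS replicate 3, and the call of Dcpp1 was lost without BTS replicates 2 or 4 or TSOD replicate 2 (adjusted p up to 0.0756). Every treated array had a smaller share of spots well above background than every untreated one at 6 weeks (58.8 to 60.7% against 64.4 to 75.2%). The same held at 7 weeks (58.1 to 59.7% against 63.5 to 69.6%). This limits the genes called lower at these ages, whose share was smaller under quantile normalization.

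Body weight of BTS-treated mice was 22, 26.8, 31.8 and 35.5 g from 4 to 7 weeks (n = 3, 4, 4 and 4; exact permutation p = 0.929, 0.0159, 0.0286 and 0.0159 against untreated TSOD mice), blood glucose 159, 176, 229 and 157 mg/dL (exact p = 0.0357, 0.841, 0.0857 and 0.0159), and epididymal fat 0.233, 0.545, 1.11 and 1.47 g (exact p = 0.0357, 0.524, 0.314 and 0.937). None of these 12 tests passed an adjusted 0.05 (smallest 0.0635). I_s of the DNB genes in BTS-treated mice was 0.379, 0.593, 0.429 and 0.248 and I_r 0.0609, 0.0387, 0.103 and 0.139. At 5 weeks BTS replicate 2 was the highest mouse in 75 of the 125 DNB genes.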
